# FOXA1 Directs H3K4 Monomethylation at Enhancers via Recruitment of the Methyltransferase MLL3

**DOI:** 10.1016/j.celrep.2016.11.028

**Published:** 2016-12-06

**Authors:** Kamila M. Jozwik, Igor Chernukhin, Aurelien A. Serandour, Sankari Nagarajan, Jason S. Carroll

**Keywords:** breast cancer, enhancers, H3K4me1, FOXA1, MLL3

## Abstract

FOXA1 is a pioneer factor that binds to enhancer regions that are enriched in H3K4 mono- and dimethylation (H3K4me1 and H3K4me2). We performed a FOXA1 rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME) screen in ERα-positive MCF-7 breast cancer cells and found histone-lysine N-methyltransferase (MLL3) as the top FOXA1-interacting protein. MLL3 is typically thought to induce H3K4me3 at promoter regions, but recent findings suggest it may contribute to H3K4me1 deposition. We performed MLL3 chromatin immunoprecipitation sequencing (ChIP-seq) in breast cancer cells, and MLL3 was shown to occupy regions marked by FOXA1 occupancy and H3K4me1 and H3K4me2. MLL3 binding was dependent on FOXA1, indicating that FOXA1 recruits MLL3 to chromatin. MLL3 silencing decreased H3K4me1 at enhancer elements but had no appreciable impact on H3K4me3 at enhancer elements. We propose a mechanism whereby the pioneer factor FOXA1 recruits the chromatin modifier MLL3 to facilitate the deposition of H3K4me1 histone marks, subsequently demarcating active enhancer elements.

## Highlights

• Mass spectrometry of chromatin-associated proteins with FOXA1 identifies MLL3
• FOXA1 recruits MLL3 to deposit H3K4me1 on FOXA1-bound enhancers
• MLL3 promotes ERα-dependent gene transcription and proliferation
• GRHL2 co-occupies regions of ERα, FOXA1, and MLL3 on enhancers

## Introduction

FOXA1 (Forkhead box protein A1) is a pioneer factor (Jozwik and Carroll, 2012) that binds to condensed chromatin and allows subsequent binding of other transcription factors. FOXA1 contributes to chromatin opening to facilitate binding of estrogen receptor α (ER) in breast cancer (Carroll et al., 2005) and androgen receptor (AR) in prostate and breast cancer cells (Robinson et al., 2011, Sahu et al., 2011, Yang and Yu, 2015). ER is a driver of cell proliferation and tumor growth, and ER-positive breast cancer accounts for over 70% of all breast cancers (Curtis et al., 2012). Recent evidence has shown that FOXA1 is essential for almost all ER binding events in breast cancer (Hurtado et al., 2011) and for ER functionality, yet our understanding of FOXA1 activity and the events involved in determining FOXA1-chromatin interactions is limited.

FOXA1 binding occurs at enhancer regions enriched in histone 3 lysine 4 mono- and dimethylation (H3K4me1/me2) (Lupien et al., 2008). While it has been reported that FOXA1 binding requires H3K4me1/me2 marks (Lupien et al., 2008), more recent findings showed that exogenous expression of FOXA1 in the FOXA1-negative MDA-MB-231 cell line results in the acquisition of H3K4me1/me2 at FOXA1-bound sites (Sérandour et al., 2011), suggesting that FOXA1 may actually contribute to deposition of the H3K4me1 and H3K4me2 marks rather than associate with enhancers that are demarcated by the presence of these marks. Clearly, the order of these events is not resolved, yet FOXA1 binding and the H3K4me1/me2 signal result in a functional enhancer element that can recruit additional factors (such as ER) to drive expression of genes, including those involved in cell-cycle progression.

Unlike H3K4me1 and H3K4me2, which are typically found at enhancer elements, H3K4me3 is typically observed at promoter regions, and several investigations have associated the histone-lysine N-methyltransferase enzyme MLL3 with the deposition of H3K4me3 marks at promoters (Ardehali et al., 2011, Vermeulen and Timmers, 2010). More recently, the MLL3/MLL4 complex has been implicated in the regulation of H3K4me1 in mice (Herz et al., 2012). Importantly MLL3 is mutated in a number of solid cancers, including 8%–11% of breast cancers (Ellis et al., 2012, Wang et al., 2011), although a role for MLL3 in breast cancer and the functional consequences of these mutational events are not known. Silencing of MLL3 (and the related protein MLL2) has been shown to decrease the estrogen-mediated activation of HOXC6 in human placental choriocarcinoma (JAR cell line), and knockdown of either ERα or ERβ abolished estrogen-dependent recruitment of MLL2 and MLL3 onto the HOXC6 promoter in the JAR cell line (Ansari et al., 2011).

We sought to discover proteins that interact with FOXA1 in ER-positive (ER+) breast cancer cells by performing FOXA1 RIME (rapid immunoprecipitation mass spectrometry of endogenous proteins), an unbiased proteomic method that permits discovery of protein networks. This revealed a role for MLL3 as a critical chromatin regulatory protein at enhancer elements and as a factor that contributes to H3K4me1 deposition at these enhancers.

## Results

### RIME Analysis of FOXA1-Associated Proteins Reveals Interactions with MLL3 in Breast Cancer Cells

We performed RIME (Mohammed et al., 2013) of FOXA1 in MCF-7 breast cancer cells to identify endogenous FOXA1 interactors. Asynchronous MCF-7 cells were grown in full media, and five replicates of FOXA1 RIME were conducted. MLL3 was identified as one of the strongest and most reproducible interactors (Figure 1A), and the peptide coverage, number of unique peptides identified, and Mascot score of MLL3 and FOXA1 are shown in Figure 1B. A full list of FOXA1-interacting proteins is provided in Table S1. We hypothesized that this interaction may be functional, as the pioneer factor FOXA1 binds at enhancer regions enriched in H3K4me1/me2 histone marks and FOXA1 has been shown to contribute to the acquisition of the H3K4me1/me2 mark (Sérandour et al., 2011). In addition, loss of MLL3 has been previously shown to correlate with reduced H3K4me1 at specific regions within the genome in mice (Herz et al., 2012). Our findings that MLL3 and FOXA1 physically interact in breast cancer cells implies that FOXA1 may be able to directly recruit the enzyme that can add methyl groups to the H3K4 residue (Figure 1C).

**Figure 1:**
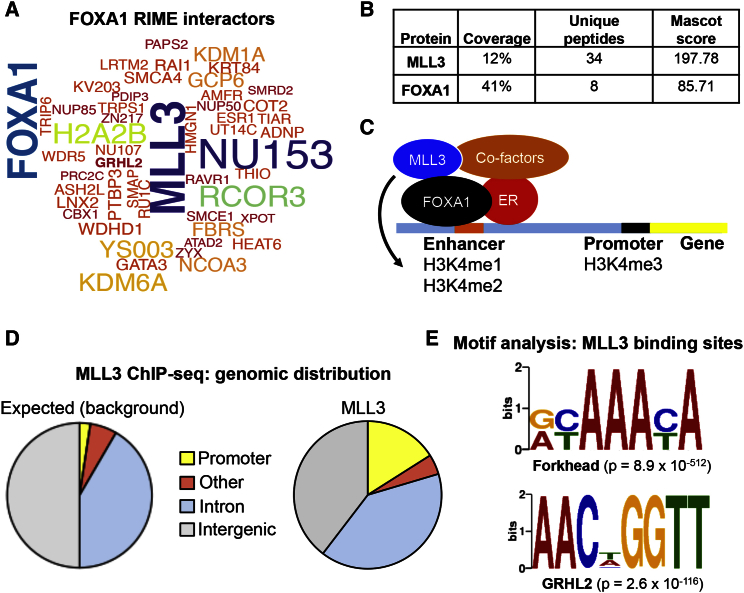
Purification of FOXA1-Associated Proteins Using RIME and Mapping of MLL3 Binding Genome-wide (A) The FOXA1 interactome was discovered by performing RIME in MCF-7 breast cancer cells. The data are represented as a Wordcloud, where the size of protein names represent the strength and confidence of the interactions based on the Mascot score. MLL3 was identified as one of the strongest and most reproducible FOXA1-interacting proteins. (B) Peptide coverage, number of unique peptides identified, and Mascot score of MLL3 and FOXA1 following FOXA1 purification. (C) Hypothesized mechanism of FOXA1 and MLL3 function. Our finding that MLL3 and FOXA1 physically interact in breast cancer cells implies that FOXA1 could recruit the enzyme that can add methyl groups to histone 3 lysine 4. FOXA1-bound enhancers are demarcated by H3K4me1 and H3K4me2. (D) MLL3 ChIP-seq was conducted and the genomic distribution of MLL3 peaks is shown relative to the whole genome (the expected control values). Regions bound by MLL3 occurred mostly at enhancers rather than promoters. (E) De novo motif analysis of MLL3 binding sites. Motif analysis revealed an enrichment in Forkhead motif, the canonical motif bound by FOXA1, and motifs for the transcription factor grainyhead-like 2 protein (GRHL2).

### Global Mapping of MLL3 Binding Sites Shows Enrichment at Enhancers

Due to the size of MLL3 (∼540 kDa) and the fact that FOXA1 is the same size at the antibody heavy chain, we were unable to conduct co-immunoprecipitation (co-IP) validation experiments on the MLL3-FOXA1 interaction. However, we explored this putative interaction in several ways. We reversed the pull-down, purified MLL3, and could discover FOXA1 as an interacting protein by RIME (data not shown). In addition, we assessed the global interplay between MLL3 and FOXA1 binding events by performing MLL3 and FOXA1 chromatin immunoprecipitation sequencing (ChIP-seq). 

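MCF-7 is an estrogen receptor-positive human breast cancer cell line, and MLL3 is the histone H3 lysine 4 methyltransferase encoded by KMT2C. The sample labels list 4 MLL3 ChIP samples from untreated MCF-7 cells and 3 from cells transfected with control siRNA (siControl). For FOXA1, a pioneer transcription factor, they list 1 sample from untreated cells and 4 from siControl cells. Chromatin input was sequenced in 1 untreated and 2 siControl samples. The authors mapped the reads to hg19 (GRCh37), removed reads of low mapping quality, combined the alignments of the replicates of a condition into a single library and called narrow peaks against input with MACS2. The untreated MLL3 list, like the siControl lists, was called against siControl input, and the untreated FOXA1 list against untreated input. The paper states that 3 replicates were combined for each factor. Each peak list gives positions, summits, a fold enrichment over the background estimated from input, and -log10 p and -log10 q. It holds no values per replicate, so no spread between replicates can be given for any value from these lists. The lists give no read counts, and the depth of each pooled library relative to its input was therefore computed from the fold enrichments and -log10 p. The untreated MLL3 library held 1.37 times the reads of the siControl input and the siControl FOXA1 library 1.41 times. The value could not be solved for the untreated FOXA1 library. Peaks with a q value at or below 1e-05, the threshold the paper states, were used, and peaks that shared at least 1 bp were counted as overlapping. The main lists are the untreated list for MLL3 and the siControl list for FOXA1, since neither MLL3 list had the stated number of peaks and untreated FOXA1 has a single sample. Shares of peaks are given with 95% Wilson intervals, which cover counting error only. Overlap by chance was measured with 1000 circular shifts of the MLL3 peaks along their chromosomes, which keep the number, width and spacing of the peaks. The shifts can place peaks anywhere along a chromosome and do not match them to regulatory DNA. An overlap above that of shifted peaks is therefore not particular to the factors compared.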

Asynchronous MCF-7 cells were grown and triplicate ChIP-seq experiments were conducted. MLL3 ChIP-seq was conducted using a custom antibody that we validated by RIME and could show to be specific to MLL3 (Figure S1A). Data from all the replicates were pooled, and peaks were called using model based analysis for ChIP-seq (MACS) (Zhang et al., 2008), resulting in a total of 10,772 MLL3 binding events in MCF-7 cells. 

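In untreated MCF-7 cells, 17230 MLL3 peaks passed the threshold, with a mean length of 422 bp and a median fold enrichment of 4.51. The strongest peak lay in an intron, nearest to the start site of SASH1, on chromosome 6 from 148628492 to 148629388, with a fold enrichment of 26.9. It was followed by an intronic peak nearest to LCP1, which encodes the actin-bundling protein L-plastin, on chromosome 13 from 46709107 to 46709946, at 22.5. The next peaks were nearest to the kinase gene STK24 at 22.2, to CTNNA2 at 22.1 and to MYCN, a transcription factor of the MYC family, at 21.9. Their distances to these start sites were 105450, 1826808 and 49198 bp. In siControl cells, 44221 MLL3 peaks passed the threshold, with a median fold enrichment of 4.35. Their strongest peaks were nearest to the ephrin receptor gene EPHB2 at 36.3, the receptor phosphatase gene PTPRF at 34.7, FEM1A at 33.3, STK24 at 32.8 and the lysine methyltransferase gene SMYD2 at 31.8. Of the untreated peaks, 15457 overlapped a siControl peak (89.7%, interval 89.2% to 90.2%), and 15261 siControl peaks overlapped an untreated peak (34.5%, interval 34.1% to 35.0%). A threshold below 1e-32 in the siControl list, chosen after seeing the data, left 10772 peaks.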

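MLL3 peaks of untreated MCF-7 cells lay within 25 kb of all 22 luminal and epithelial identity genes, the genes that mark the luminal cell type from which MCF-7 cells derive. The strongest peaks at these genes were at the adhesion gene CDH1, with a fold enrichment of 14.6, at AGR2 with 11.8 and at the neighboring keratin genes KRT8 and KRT18 with 10.4. Of 24 estrogen receptor target genes, 17 had a peak, with the strongest at SIAH2 (9.67), the transcription factor gene XBP1 (9.53) and the retinoic acid receptor gene RARA (9.08), while ADORA1 had none. TFF1 had 3 peaks with a highest fold of 4.09, PGR, which encodes the progesterone receptor, 2 peaks with 8.77, and GREB1 5 peaks with 7.12, and MYC had 0. Of 24 transcriptional corepressor and coactivator genes, 20 had a peak, including CTBP2 (12.8), TRIM24 (12.5) and NCOA2 (10.5), while HDAC2 had none. Of 15 housekeeping genes, 10 had a peak, including GAPDH (8.69), TBP (7.78) and RPL13A (5.76), while B2M had none. Of 19 basal and mesenchymal marker genes, 6 had a peak, including TP63 (15.8), EGFR (6.17) and SPARC (5.94), while ACTA2 had none. Of 17 marker genes of other lineages, 7 had a peak, including CD3E (10.1), MYH6 (7.13) and PTPRC (6.62), while ALB had none. Among 10 genes of the MLL3/MLL4 complex, 6 had a peak, including ASH2L (6.45), KDM6A (6.20) and PAGR1 (5.24), while KMT2D had none. The N-acetylglucosamine-6-sulfatase genes SULF1 (6.25) and SULF2 (3.69) had peaks and GNS had none. Of 9 crossover junction endonuclease genes, 3 had a peak, XRCC3 (12.3), SLX1B (5.01) and RAD51C (3.07), while EME1 had none. Among all 20149 protein-coding genes, 45.1% had a peak by the same measure. Each count was ranked among 10000 random lists of protein-coding genes matched on locus length. The luminal genes stood at percentile 100, the estrogen receptor targets at 99.5, the corepressors and coactivators at 99.1, the housekeeping genes at 97.4 and the basal and mesenchymal markers at 4.02. The other lineages stood at 63.6, the MLL3/MLL4 complex at 63.7, the sulfatases at 54.6 and the endonucleases at 40.4. The corepressor, sulfatase and endonuclease lists follow terms the paper found in these cells (Fig. 4D) and are not independent of them. In the siControl list, 10 genes of the complex, 15 basal and mesenchymal markers (percentile 38.0) and 6 endonuclease genes had a peak, and within 5 kb of the genes, 4 markers of other lineages and 6 housekeeping genes had a peak in untreated cells.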

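Annotated promoters held a small part of the MLL3 peaks of untreated MCF-7 cells. The summit lay within 1 kb of a start site of a protein-coding gene for 922 MLL3 peaks (5.35%, interval 5.02% to 5.70%). Introns held 44.4% of the peaks, intergenic DNA 47.5% and exons 2.79%. FOXA1 peaks of siControl cells had a similar layout, with 5.00% at promoters, 45.5% in introns and 47.2% in intergenic DNA. Shifted MLL3 peaks lay at promoters in 1.88% of cases on average, with a range from 1.60% to 2.36%. The start sites were the 56153 distinct ones of basic transcripts in GENCODE release 44, placed on GRCh37. The share depended on the list and on the definition, with 20.1% in siControl cells, where shifted peaks gave 1.98%, 9.26% within 2.5 kb in untreated cells and 10.8% when a promoter was an H3K4me3 peak. With the start sites of all annotated transcripts, chosen after seeing the values, the share in untreated cells was 14.0%.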

MLL3 has been previously implicated as an enzyme that contributes to H3K4me3 deposition at promoter regions (Ananthanarayanan et al., 2011), but our ChIP-seq data showed that MLL3 binding was mostly distributed at enhancer elements and intergenic regions (Figure 1D) with a smaller fraction distributed at promoters, similar to what has been observed for ER and FOXA1 (Carroll et al., 2005, Hurtado et al., 2011). 

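The Forkhead sequence was frequent at the summits of MLL3 peaks in untreated MCF-7 cells. The pattern RYAAAYA, in which R is A or G and Y is C or T, occurred on either strand within 100 bp of the summit in 8890 MLL3 peaks (51.6%, interval 50.8% to 52.3%). In windows of the same width 2 kb to either side, it occurred in 30.4% (interval 29.9% to 30.9%). MLL3 peaks that overlapped FOXA1 had the pattern in 59.6%, those that overlapped GRHL2 but not FOXA1 in a share with an interval of 20.6% to 23.4% and those that overlapped neither in 27.7%. In siControl cells, 40.1% of MLL3 peaks had the pattern, against 28.4% of the flanking windows. Within 50 bp of the summit, it occurred in 34.2% of the untreated peaks. A fixed pattern was counted, and no de novo search of motifs was made.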

Analysis of enriched DNA motifs within the MLL3 binding sites revealed an enrichment of Forkhead motifs, the canonical motif bound by FOXA1 (MEME e-value = 8.9e-512). In addition, motifs for the transcription factor grainyhead-like 2 protein (GRHL2) were identified (Figure 1E) (MEME e-value = 2.6e-116), although there is limited information linking GRHL2 and ER/FOXA1 signaling.

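The GRHL2 sequence was counted in the same windows of MLL3 peaks from untreated cells, as AAC and GGTT separated by any base. It occurred at 2572 summits (14.9%, interval 14.4% to 15.5%) and in 1.35% of the flanking windows (interval 1.23% to 1.48%). MLL3 peaks at GRHL2 sites without FOXA1 had the sequence most often, at 21.6% (757 of 3511), and those at FOXA1 sites had it in 13.4% (interval 12.8% to 14.0%). Among the MLL3 peaks with neither factor, 2 had it (1.13%, interval 0.310% to 4.03%). In siControl cells, 6.94% of MLL3 peaks had the sequence, against 1.37% of their flanking windows.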

### MLL3 Binding Is Dependent on FOXA1 and Is Required for ER Activity

ChIP-seq of FOXA1 and H3K4me1/me3 were performed in asynchronous MCF-7 cells in triplicate, and peaks were called using MACS, revealing 23,375 FOXA1 peaks, 26,584 H3K4me1, and 13,478 H3K4me3 peaks. 

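The sample labels list 4 H3K4me1 and 4 H3K4me3 ChIP samples from siControl cells, whose pooled reads the authors used to call broad peaks. For H3K4me1, the paper names an antibody from Abcam and the labels name another, from Millipore. At the same threshold, 63300 FOXA1 peaks with a mean length of 414 bp were found in siControl cells and 48669 in untreated cells. H3K4me1, a mark of enhancers, had 67305 peaks with a mean length of 2704 bp, which covered 182 Mb. H3K4me3, a mark of active promoters, had 14809 peaks with a mean length of 6266 bp, which covered 92.8 Mb. The strongest FOXA1 peaks of siControl cells were nearest to NETO1, with a fold enrichment of 37.7, ST6GALNAC3 with 35.2, TRIM34 with 34.7, STEAP1B with 34.5 and IDO1, which encodes a tryptophan-degrading enzyme, with 33.9. In untreated cells they ranged from 115 nearest to C8orf34 to 133 nearest to CIBAR1, with RFTN2, BBOX1 and PKIA between. For H3K4me1, the strongest peaks were nearest to DAGLA (9.31), SH3BP2 (9.29), the casein kinase gene CSNK1D (9.11), OVOL1 (8.83) and the retinoid X receptor gene RXRA (8.82). For H3K4me3, they lay at the promoters of TOB2 (18.8), TCF12 (17.9), CBY1 (17.5), EOLA2 (17.3) and CPEB2 (17.3). The center of the peak lay at a promoter for 59.0% of H3K4me3 and 7.43% of H3K4me1 peaks. With no threshold, 161406 H3K4me1 and 38695 H3K4me3 peaks were counted, and at 1e-10, 26585 H3K4me1 peaks. Below 1e-30, chosen after seeing the data, 23375 FOXA1 peaks remained in siControl cells.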

The binding of FOXA1 and H3K4me1/me3 was overlapped with the MLL3 binding sites. 

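Most MLL3 peaks of untreated MCF-7 cells lay at FOXA1 sites, and most of these carried H3K4me1. A FOXA1 peak overlapped 13542 MLL3 peaks (78.6%, interval 78.0% to 79.2%). Shifted MLL3 peaks overlapped FOXA1 in 1.82% of cases on average, with a range from 1.45% to 2.19%. Among the chromosomes compared, the share was lowest on chromosome 19, at 71.5% of 389 MLL3 peaks, and highest on chromosome 7, at 81.8% of 892. Of the MLL3/FOXA1 co-bound peaks, 12323 overlapped an H3K4me1 peak (91.0%, interval 90.5% to 91.5%). Shifted co-bound peaks overlapped H3K4me1 in 7.53% of cases on average, with a range from 6.56% to 9.73%. At a threshold of 1e-10, the share of co-bound peaks with H3K4me1 was 67.9%.

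**Figure D1:**
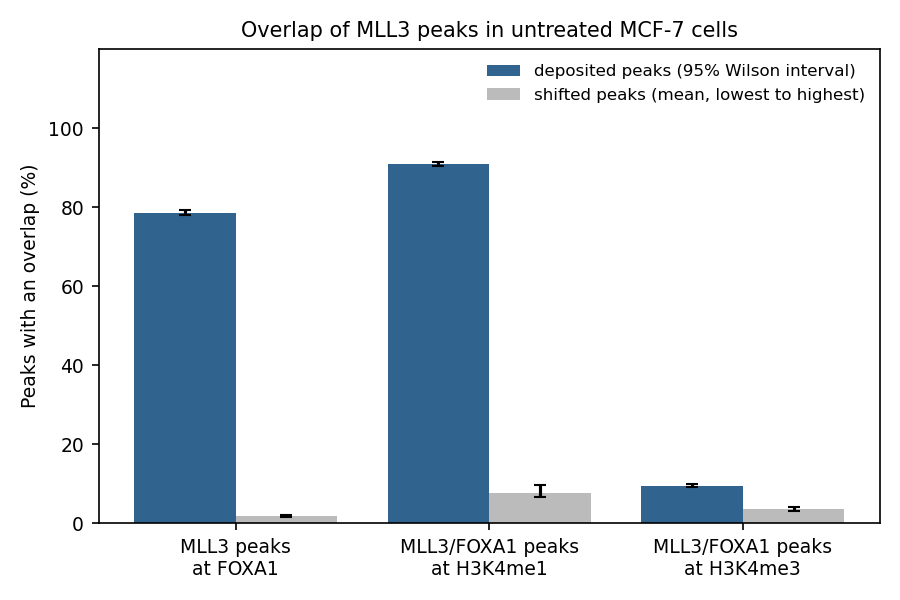
Share of MLL3 peaks of untreated MCF-7 cells that overlap FOXA1, and of MLL3/FOXA1 co-bound peaks that overlap H3K4me1 or H3K4me3 (y axis, percent). Blue bars are the deposited peaks with 95% Wilson intervals and gray bars the mean of 1000 circular shifts with their lowest and highest values, and each blue bar lies above its gray range.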

The majority (55.8%) of MLL3 binding events were co-bound by FOXA1 (Figure 2A), and since H3K4me1 is associated with FOXA1, it was not unexpected that MLL3/FOXA1-co-bound regions were also typically marked by H3K4me1 (Figure 2A). A small percentage (9.1%) of MLL3/FOXA1 co-bound regions were also marked by histone 3 lysine 4 trimethylation (H3K4me3) (Figure S2B). 

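Of the MLL3/FOXA1 co-bound peaks of untreated cells, 1290 overlapped an H3K4me3 peak (9.53%, interval 9.04% to 10.0%). Both marks were present at 1054 of them (7.78%, interval 7.34% to 8.25%). A promoter within 1 kb of the summit was found for 587 (4.33%, interval 4.00% to 4.69%). Shifted co-bound peaks overlapped H3K4me3 in 3.50% of cases on average, with a range from 2.97% to 4.22%. FOXA1 peaks without an untreated MLL3 peak overlapped H3K4me3 in 9.62%, a share similar to that of the co-bound peaks.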

An example of a MLL3 and FOXA1 co-bound region, marked by both H3K4me1 and H3K4me3, is shown in Figure 2B. 

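At GREB1, an estrogen-induced gene on chromosome 2 from 11622467 to 11782914 of hg19, MLL3, FOXA1 and both marks had peaks at the same place. The MLL3 peak ran from 11679668 to 11679963 in untreated cells, with a fold enrichment of 4.22, and from 11679446 to 11680363 in siControl cells, with 11.0. The FOXA1 peak of siControl cells ran from 11679414 to 11680443, with a fold enrichment of 11.7, and a GRHL2 peak from 11679474 to 11680075, with 7.54. The H3K4me1 peak of siControl cells ran from 11669411 to 11682587 at a fold of 3.79 and the H3K4me3 peak from 11678124 to 11688918 at 5.50. After FOXA1 silencing, an MLL3 peak was still called from 11679451 to 11680226, with a fold enrichment of 6.52. After MLL3 silencing, H3K4me1 was called from 11667693 to 11682604 at 3.68. The summit of the MLL3 peak lay 149 bp in untreated and 171 bp in siControl cells from the start site of an annotated GREB1 transcript at 11679969. No RYAAAYA pattern and no GRHL2 sequence lay within 100 bp of the siControl summit at 11679798. Fold enrichments depend on the depth of each library and were not compared between lists.

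**Figure D2:**
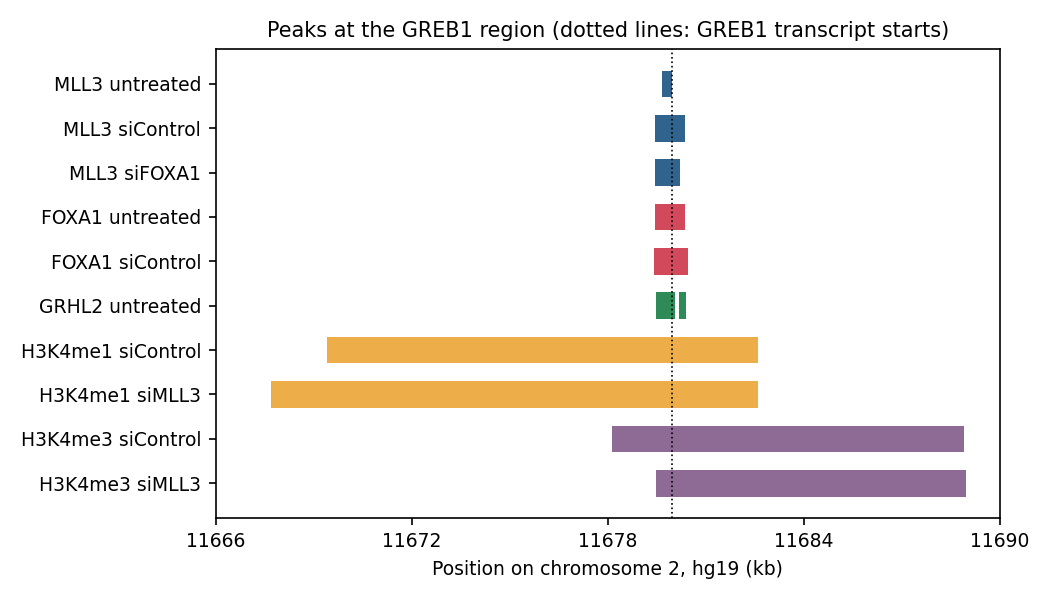
Peaks of each ChIP at the GREB1 region on chromosome 2 of hg19 (x axis, position in kb) in untreated, siControl, siFOXA1 and siMLL3 cells. Bars span each peak, the dotted line marks the GREB1 transcript start at 11679969, and all lists have a peak across it except MLL3 in untreated cells, whose peak ends at 11679963.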

Heatmap visualization of the FOXA1 binding and H3K4me1/me3 signal at the MLL3 binding events is shown in Figure 2C, indicating that a substantial degree of the MLL3 and FOXA1 co-bound regions also possess H3K4me1 signal.

**Figure 2:**
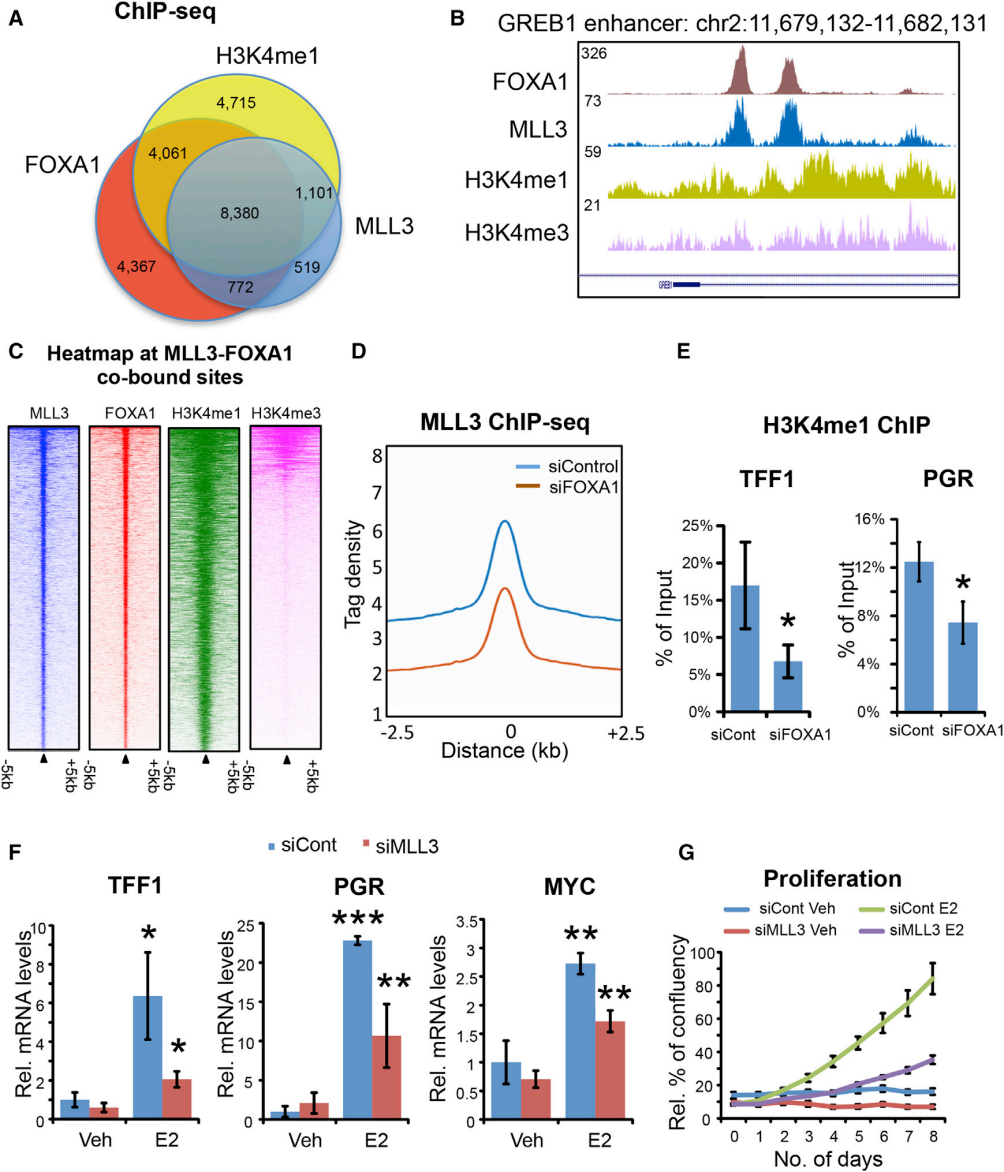
Co-binding of MLL3, FOXA1, and H3K4me1/me3 and Mechanism of MLL3 Recruitment (A) Overlap of MLL3, FOXA1, and H3K4me1 binding revealed by ChIP-seq. MLL3 binding sites were co-bound by FOXA1 and the histone marks. The numbers of peaks within each category are shown on the diagram. (B) An example of an MLL3, FOXA1, and H3K4me1/me3 co-bound region at the GREB1 enhancer. (C) Heatmap of MLL3-FOXA1 co-bound regions showing binding signal intensity for FOXA1, MLL3, H3K4me1, and H3K4me3. Binding is ranked from the strongest to the weakest binding sites. (D) Signal intensity plot representing changes in MLL3 ChIP-seq signal in siControl versus siFOXA1-transfected conditions. Differentially bound sites needed to be detected in at least two replicates to be included. (E) ChIP-qPCR analyses of H3K4me1 after knockdown of FOXA1 on ER-bound enhancers of *TFF1* and *PGR*. n = 3; mean ± SD is shown as the of percentage of input. ^∗^p ≤ 0.05. (F) qRT-PCR of estrogen-induced genes *TFF1* and *PGR* with or without knockdown of MLL3 after 3 days of charcoal-stripped serum ±10 nM estrogen (E2) treatment. n = 3; mean ± SD is shown in average relative mRNA levels compared to the vehicle (Veh) condition. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. (G) Estrogen-induced proliferation assays with or without knockdown of MLL3 after 3 days of charcoal-stripped serum ±10 nM estrogen treatment for 8 days. n = 4; mean ± SEM of percentage of confluency is shown.

Given that MLL3 was the top FOXA1-interacting protein (Figure 1A), that MLL3 binding sites were enriched for Forkhead motifs, and that 55.8% of MLL3 binding events we also FOXA1 binding sites, we hypothesized that MLL3 was recruited to the chromatin by FOXA1. 

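MLL3/FOXA1 co-bound peaks of untreated cells were more frequent than in random gene lists at luminal genes and at estrogen receptor target genes. Among the luminal and epithelial identity genes, 22 of 22 had a co-bound peak, where random lists matched on locus length had a median of 9. Of the estrogen receptor target genes, 16 of 24 had a co-bound peak, against a random median of 9 (percentile 99.8). Of the corepressor and coactivator genes, 20 of 24 had a co-bound peak, against 13 (percentile 99.9), and of the housekeeping genes 8 of 15, against 5 (percentile 94.4). Basal and mesenchymal markers had a co-bound peak in 5 of 19 genes, against 8 (percentile 6.08). Of the markers of other lineages, 4 of 17 had a co-bound peak, against 5 (percentile 31.1). Genes of the MLL3/MLL4 complex had a co-bound peak in 4 of 10 cases, against 5 (percentile 33.2), the sulfatase genes in 2 of 3 and the endonuclease genes in 3 of 9. Across all protein-coding genes, 7476 had a co-bound peak (37.1%). From the RIME interaction, the Forkhead motifs and the share of MLL3 peaks at FOXA1 sites, the paper puts forward the hypothesis that FOXA1 recruits MLL3 to chromatin.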

To assess this, MCF-7 cells were transfected with small interfering RNA (siRNA) to control (siControl) or siRNA to FOXA1, and effective FOXA1 silencing was confirmed. 

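The effect of FOXA1 silencing was measured with 3 MLL3 ChIP samples from siControl cells and 3 from cells transfected with siRNA to FOXA1 (siFOXA1), as the sample labels list them. The authors pooled the alignments of each condition and called narrow peaks against the same siControl input. The deposited lists hold 49712 peaks for siControl and 33189 for siFOXA1. The pooled libraries held 1.09 and 1.06 times the reads of the input, a ratio of 0.971 of siFOXA1 to siControl. A siControl peak at or below the threshold was called kept if a siFOXA1 peak at or below the threshold overlapped it. The siControl peaks were divided into MLL3/FOXA1/GRHL2, MLL3/FOXA1, MLL3/GRHL2 and MLL3-only regions by overlap with FOXA1 peaks of siControl cells and GRHL2 peaks of untreated cells. Fold enrichment was compared within the siControl list only, and shares were also compared within deciles of it. Whether a peak is called does not measure a change of signal at a kept peak, and the pooled lists allow no test across replicates.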

Following FOXA1 silencing, MLL3 ChIP-seq was conducted in triplicate independent biological replicates. MLL3 peaks were called in siControl or siFOXA1-transfected conditions. This resulted in a global decrease in MLL3 binding when FOXA1 was depleted (Figure 2D). 

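After FOXA1 silencing, 29532 MLL3 peaks were called, 0.668 times the siControl number. Of the siControl peaks, 21994 were kept (49.7%, interval 49.3% to 50.2%) and 22227 had no siFOXA1 peak. In the highest decile of siControl fold enrichment, 4096 peaks lay in MLL3/FOXA1/GRHL2, 268 in MLL3/GRHL2 and 58 in MLL3/FOXA1 regions. Like most strong peaks, the 10 strongest siControl peaks without a siFOXA1 peak lay in MLL3/FOXA1/GRHL2 regions. They were nearest to BHMT, an enzyme of homocysteine metabolism (chromosome 5, 78469253 to 78469973, fold enrichment 16.7), KCNIP4 (16.5), CT47C1 (16.5), PPP1R3B (16.3), AMOTL1, NSUN3 (15.9), SCUBE2 (chromosome 11, 9124695 to 9125631, 15.7), CAPN2 (15.6), IL6ST, which encodes the receptor subunit gp130 (15.3), and RUNX1, a transcription factor (chromosome 21, 36250695 to 36251266, 15.1). The siControl peaks nearest to EPHB2, PTPRF, FEM1A, STK24 and SMYD2 were kept. The strongest siFOXA1 peaks were nearest to VPS13C, with a fold enrichment of 31.9, PTPRF with 31.7, WAPL with 30.9, IGDCC3 with 30.2 and the Wnt receptor gene FZD10 with 30.1. Of the siFOXA1 peaks, 75.5% overlapped a siControl peak (interval 75.0% to 76.0%), 47.7% a FOXA1 site and 78.1% a GRHL2 site. The Forkhead pattern occurred at 28.3% of siFOXA1 summits and in 28.2% of their flanks, while the GRHL2 sequence occurred at 11.0% of summits and in 1.25% of flanks. Promoters held 13.2% of the siFOXA1 peaks. Promoter peaks of siControl cells were kept in 39.2% of cases and other peaks in 52.4%. At matched deciles of fold enrichment, the mean difference was -1.12 percentage points (SE 0.504). Single deciles ranged from -13.1 to 11.0 points, so the mean hides a change of sign.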

The decreased MLL3 binding following silencing of FOXA1 was not due to a decrease in MLL3 expression, since MLL3 mRNA levels increased following FOXA1 silencing (Figure S2A). Six MLL3 binding sites were assessed using ChIP-qPCR, validating the dependence on FOXA1 for MLL3 binding to chromatin (Figure S2C). Given the importance of FOXA1 in recruiting MLL3 to the chromatin, we speculated that FOXA1 promotes H3K4me1 to activate enhancers via MLL3. Consistently, knockdown of FOXA1 decreased H3K4me1 as well as H3K27ac on ER-dependent enhancers (as shown in Figure S2D), which are absent for H3K27me3 (Figures 2E and S2E). Importantly, MLL3 knockdown showed a significant decrease in ER-induced gene transcription and proliferation (Figures 2F, 2G, and S2G), which highlights the importance of MLL3 in ER-activated transcription.

### Chromatin Properties at MLL3 Binding Events

As previously observed (Figure 1E), GRHL2 (grainyhead-like 2 protein) motifs were enriched within MLL3 binding events. GRHL2 was also found to be a FOXA1 interacting protein from the RIME experiments (Figure 1A), suggesting that the enrichment of GRHL2 motifs might represent a functional interaction between FOXA1 and GRHL2. The role of GRHL2 in breast cancer is currently unclear, with both pro-metastatic and anti-metastatic roles (Werner et al., 2013, Xiang et al., 2012). We performed GRHL2 ChIP-seq in MCF-7 cells in triplicate, and GRHL2 peaks were called using MACS, revealing 30,143 GRHL2 binding sites. 

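GRHL2 is a transcription factor of epithelial cells. The sample labels list 3 GRHL2 ChIP samples from untreated MCF-7 cells, pooled by the authors and compared with untreated input to call narrow peaks. At the threshold, 67573 GRHL2 peaks were found, with a mean length of 430 bp, and 11.1% of them lay at promoters. The strongest were nearest to RBBP8, a gene of DNA repair, and to WSB1, each with a fold enrichment of 57.4, and to GAS7 (57.2), the transcription factor gene MECOM (56.8) and ASH2L (56.7), which encodes a subunit of the MLL complexes. The depth of the pooled GRHL2 library relative to input could not be solved from its list. A threshold below 1e-30, chosen after seeing the data, left 30143 GRHL2 peaks.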

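GRHL2 peaks overlapped 16111 of the MLL3 peaks of untreated cells (93.5%, interval 93.1% to 93.9%), and shifted MLL3 peaks overlapped GRHL2 in 1.99% of cases on average, with a range from 1.60% to 2.57%. Most MLL3 peaks of untreated cells lay at sites of both FOXA1 and GRHL2, with 12600 in MLL3/FOXA1/GRHL2 regions (73.1%, interval 72.5% to 73.8%). Another 3511 lay in MLL3/GRHL2 regions without FOXA1 (20.4%, interval 19.8% to 21.0%) and 942 in MLL3/FOXA1 regions without GRHL2 (5.47%, interval 5.14% to 5.82%). In siControl cells, 18869 of 44221 MLL3 peaks lay in MLL3/FOXA1/GRHL2 regions (42.7%) and 15.8% in MLL3/FOXA1 regions without GRHL2. With the thresholds that give the peak numbers the paper states, chosen after seeing the data, 4803 MLL3 peaks of siControl cells lay in MLL3/FOXA1/GRHL2 regions (44.6%).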

GRHL2 binding was overlaid with MLL3 and FOXA1 binding, revealing 5,585 regions that were occupied by all three factors with significant overlap with ERα (Figures 3A and S3). An example of a co-occupied site is shown in Figure 3B. 

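RARA, which encodes a retinoic acid receptor and is induced by estrogen, lies on chromosome 17 from 38465432 to 38513895 of hg19. In one of its introns, MLL3, FOXA1 and GRHL2 had peaks at the same place, 4223 bp from the nearest start site. The MLL3 peak ran from 38478538 to 38478918 in untreated cells, with a fold enrichment of 3.90, and from 38477154 to 38479143 in siControl cells, with 13.2. The FOXA1 peak of siControl cells ran from 38478083 to 38479225 (26.1) and the GRHL2 peak from 38478448 to 38478930 (7.16). H3K4me1 covered the site from 38476769 to 38518965. After FOXA1 silencing, MLL3 was called there from 38478420 to 38479003, with a fold enrichment of 7.10. A second MLL3 peak of untreated cells ran from 38487906 to 38488126 at 3.67, where FOXA1 and GRHL2 peaks reached 10.1 and 19.6. Neither the Forkhead pattern nor the GRHL2 sequence lay within 100 bp of the siControl MLL3 summit at 38478760.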

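FOXA1, GRHL2 or both had a peak at 17053 MLL3 peaks of untreated cells (99.0%, interval 98.8% to 99.1%). MLL3 peaks shifted along their chromosomes overlapped either factor in 3.10% of cases on average, with a range from 2.58% to 3.76%. Among the MLL3 peaks of siControl cells, 36180 overlapped either factor (81.8%, interval 81.5% to 82.2%), and shifted siControl peaks did so in 3.03% to 3.95% of cases.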

In total, 91.5% of MLL3 binding sites were co-occupied by FOXA1 and/or GRHL2. To gain insight into the mechanisms involved in the different *cis*-regulatory elements, we explored the seven different categories of binding by investigating regions bound by a single factor (FOXA1 only, MLL3 only, or GRHL2 only), two factors (FOXA1 and MLL3, MLL3 and GRHL2, or GRHL2 and FOXA1), or all three factors and used them for further analyses. 

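MLL3 peaks without FOXA1 or GRHL2 numbered 177 in untreated cells (1.03%, interval 0.887% to 1.19%). H3K4me1 was present at 82 of these MLL3-only peaks (46.3%, interval 39.1% to 53.7%), H3K4me3 at 18 (interval 6.53% to 15.5%) and a promoter at 7 (3.95%, interval 1.93% to 7.94%). In siControl cells, MLL3-only peaks numbered 8041 (18.2%, interval 17.8% to 18.5%). Of these, 44.2% lay at promoters and 56.6% overlapped H3K4me3, where 7.85% of the MLL3/FOXA1 co-bound peaks of siControl cells lay at promoters.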

Only 1.6% of the MLL3 binding regions were not co-bound by FOXA1, GRHL2, or both, suggesting that MLL3 cannot associate with chromatin without one of the associated transcription factors, and the MLL3-only binding regions were subsequently eliminated from further analyses.

**Figure 3:**
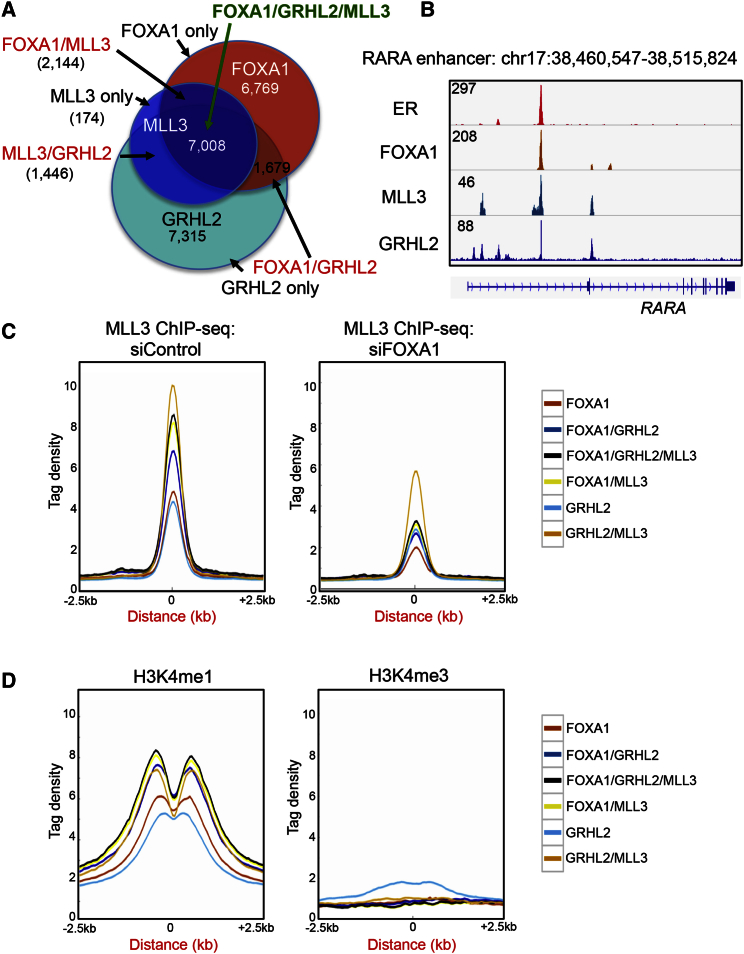
Functional Distinction between Regions Bound by FOXA1, GRHL2, and MLL3 (A) Venn diagram showing the overlap of MLL3, FOXA1, and GRHL2 binding regions, identifying the different categories of binding events. For subsequent analyses, we assessed the number of regions co-bound by one factor (FOXA1 only, MLL3 only, or GRHL2 only), two factors (FOXA1 and MLL3, MLL3 and GRHL2, or GRHL2 and FOXA1), and all three factors. (B) An example of an MLL3, FOXA1, ERα, and GRHL2 co-bound region. (C) Average MLL3 binding signal in siControl and siFOXA1 conditions at the different binding categories. Following FOXA1 silencing, MLL3 binding intensity was reduced at regions occupied by MLL3, FOXA1, and GRHL2, regions occupied by MLL3 and FOXA1, and to a lesser extent at regions occupied by MLL3 and GRHL2. (D) H3K4me1/me3 distribution at the different binding regions. The most enriched H3K4me1 regions were those where MLL3 was recruited.

In control conditions, MLL3 binding was most enriched at sites co-occupied by FOXA1, GRHL2, or both proteins together, suggesting that optimal MLL3-chromatin occupancy involves at least one of the additional transcription factors (Figure 3C). 

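In siControl cells, MLL3 peaks were strongest in MLL3/FOXA1/GRHL2 regions, with a median fold enrichment of 5.91 (quartiles 4.20 and 8.85, 18869 peaks). MLL3/GRHL2 regions had a median of 4.10 (quartiles 3.45 and 5.15, 10325 peaks) and MLL3/FOXA1 regions 3.99 (quartiles 3.37 and 4.91, 6986 peaks). The MLL3-only regions had a median of 3.56 (quartiles 3.17 and 4.10). The peaks nearest to EPHB2, PTPRF, FEM1A, STK24 and SMYD2, the strongest in the list, all lay in MLL3/FOXA1/GRHL2 regions. Peaks are not replicates, so the medians are given without a test.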

Following silencing of FOXA1, MLL3 binding was substantially reduced at two categories: the first was the regions bound by all three proteins, and the second was the FOXA1 and MLL3 (but not GRHL2) regions. 

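FOXA1 silencing left an MLL3 peak at few of the MLL3/FOXA1 regions. There, 1310 siControl peaks were kept (18.8%, interval 17.9% to 19.7%). In MLL3/FOXA1/GRHL2 regions, 11946 were kept (63.3%, interval 62.6% to 64.0%), and in MLL3-only regions 1972 (24.5%, interval 23.6% to 25.5%). Strong peaks were kept more often than weak ones in both regions with FOXA1. From the lowest to the highest decile of fold enrichment, the kept share went from 29.8% to 94.1% in MLL3/FOXA1/GRHL2 regions and from 12.6% to 48.3% in MLL3/FOXA1 regions, where the highest decile held 58 peaks. At matched deciles, MLL3/FOXA1 minus MLL3/FOXA1/GRHL2 regions gave a difference of -28.1 percentage points (SE 0.890). With the thresholds that give the peak numbers the paper states, chosen after seeing the data, 8.35% of the peaks in MLL3/FOXA1 regions were kept.

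**Figure D3:**
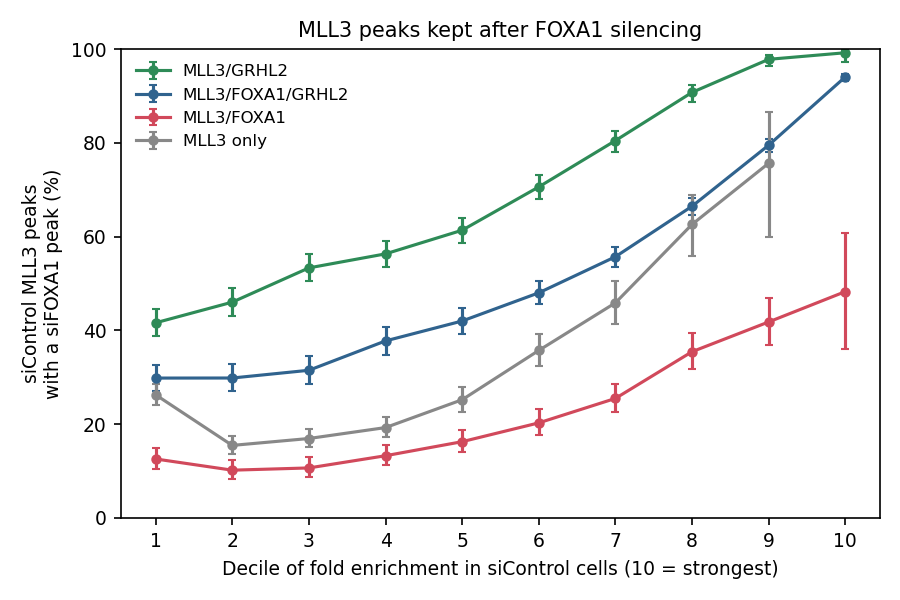
Share of siControl MLL3 peaks with an overlapping siFOXA1 MLL3 peak (y axis, percent, with 95% Wilson intervals) by decile of fold enrichment in siControl cells (x axis, 10 is the strongest). Lines are the 4 kinds of region, and the MLL3/FOXA1 line is the lowest in every decile and ends at 48.3%.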

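At MLL3/GRHL2 regions, which lack a FOXA1 peak, 6766 of the siControl MLL3 peaks were kept after FOXA1 silencing (65.5%, interval 64.6% to 66.4%). Outside promoters, MLL3/GRHL2 regions kept 5131 of 7034 peaks (72.9%, interval 71.9% to 74.0%), and at promoters 1635 of 3291 (49.7%, interval 48.0% to 51.4%). Their kept share went from 41.6% in the lowest to 99.3% in the highest decile of fold enrichment. Of the siFOXA1 peaks, 10581 lay in MLL3/GRHL2 regions, and 64.8% of these overlapped a siControl peak (interval 63.9% to 65.7%). A change of MLL3 signal at the kept peaks was not measured.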

Interestingly, MLL3 binding signal at MLL3 and GRHL2 (but not FOXA1) occupied *cis*-regulatory elements were moderately affected by FOXA1 silencing, suggesting multiple modes of MLL3-chromatin occupancy (Figure 3C). This suggests that upon FOXA1 silencing, MLL3 binding sites were lost at any region where FOXA1 co-binds, even if GRHL2 is also present, but MLL3 binding is moderately affected at regions where GRHL2 is the sole protein associated with MLL3.

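Outside promoters, MLL3 peaks with FOXA1 were lost more often than equally strong MLL3 peaks at GRHL2 sites without FOXA1. At matched deciles of fold enrichment, MLL3/FOXA1 regions kept 23.4% and MLL3/GRHL2 regions 69.8%, a difference of -46.4 percentage points (SE 0.888). MLL3/FOXA1/GRHL2 regions kept 51.5%, a difference from MLL3/GRHL2 regions of -18.3 points (SE 0.546). Leaving out promoters, these differences were -53.1 (SE 0.934) and -24.6 points (SE 0.605). At promoters alone, a test chosen after seeing the data, they were -18.4 (SE 2.14, over 8 deciles) and -1.47 points (SE 1.44), and with no matching MLL3/FOXA1/GRHL2 promoters kept 939 of 1464 peaks (64.1%) and MLL3/FOXA1 promoters 162 of 565 (28.7%). Around the estrogen receptor target genes, 69 of 147 siControl MLL3 peaks were kept (46.9%), with 3 of 11 at TFF1, 2 of 4 at PGR, 7 of 19 at GREB1, 3 of 6 at MYC and 3 of 9 at XBP1. Around the luminal and epithelial identity genes, 122 of 219 were kept (55.7%), with 12 of 24 at the estrogen receptor gene ESR1 and 10 of 16 at GATA3. Housekeeping genes kept 28 of 61 (45.9%), corepressor and coactivator genes 82 of 178 (46.1%) and basal and mesenchymal markers 17 of 42 (40.5%). The markers of other lineages kept 17 of 28 (60.7%), the MLL3/MLL4 complex genes 17 of 34, the sulfatase genes 20 of 40 and the endonuclease genes 12 of 28 (42.9%). SULF2 alone held 32 of the sulfatase peaks, of which 18 were kept. The differences between these lists were not tested. ESR1 and GATA3 were named after their values were seen. From the loss of MLL3 at regions with FOXA1, with or without GRHL2, and the moderate effect where GRHL2 is the only partner, the paper proposes that MLL3 occupies chromatin in more than a single mode.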

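H3K4me1 was most frequent at MLL3 peaks that lay in MLL3/FOXA1/GRHL2 regions of untreated cells, where 11520 peaks overlapped it (91.4%, interval 90.9% to 91.9%). In MLL3/FOXA1 regions, 803 did (85.2%, interval 82.8% to 87.4%), and in MLL3/GRHL2 regions 2683 (76.4%, interval 75.0% to 77.8%). Sites of both FOXA1 and GRHL2 without MLL3 had H3K4me1 in 74.8% of cases (9341 of 12482 FOXA1 peaks). FOXA1 peaks with neither MLL3 nor GRHL2 had it in 49.1% (18315 of 37332) and GRHL2 peaks with neither MLL3 nor FOXA1 in 41.1% (16043 of 39052). H3K4me3 had another order, with 15.7% in MLL3/GRHL2 regions (interval 14.5% to 16.9%), 9.98% in MLL3/FOXA1/GRHL2 regions (interval 9.47% to 10.5%) and 3.40% in MLL3/FOXA1 regions (interval 2.42% to 4.76%). The presence of a mark was counted, and its signal was not measured.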

When the different MLL3 binding regions were integrated with the H3K4me1/me3 data, the most enriched regions were those where MLL3, FOXA1, and GRHL2 were co-bound and those where MLL3 and FOXA1 were co-bound, although any region occupied by MLL3 had an increased H3K4me1 signal relative to regions occupied by FOXA1 or GRHL2, but not MLL3 (Figure 3D). These findings confirm that the presence of MLL3 correlates with increased H3K4me1.

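FOXA1 and GRHL2 sites carried H3K4me1 more often where MLL3 was also bound. Among FOXA1 peaks, 12292 of 13486 with MLL3 overlapped H3K4me1 (91.1%) and 27656 of 49814 without MLL3 (55.5%). The difference was 35.6 percentage points (Newcombe interval 35.0 to 36.3), and 33.6 points (SE 0.377) within deciles of FOXA1 fold enrichment. Among GRHL2 peaks, 14195 of 16011 with MLL3 overlapped H3K4me1 (88.7%) and 25395 of 51562 without MLL3 (49.3%), a difference of 39.4 points (Newcombe interval 38.7 to 40.1) and of 38.4 points (SE 0.423) within deciles of GRHL2 fold enrichment. The direction was the same at FOXA1 peaks with GRHL2, at 91.6% with MLL3 and 74.8% without. At FOXA1 peaks without GRHL2 the shares were 85.4% and 49.1%, and at GRHL2 peaks without FOXA1 77.1% and 41.1%. GRHL2 was at 12571 of the 13486 FOXA1 peaks with MLL3 and at 12482 of the 49814 without. The deciles of FOXA1 fold enrichment do not match on GRHL2. H3K4me3 was present at 9.59% of FOXA1 peaks with MLL3 and 9.62% without, and at 11.3% of GRHL2 peaks with MLL3 and 19.7% without. Split by GRHL2, the H3K4me3 share of FOXA1 peaks was 10.0% with MLL3 and 15.1% without it where GRHL2 was present, and 3.39% and 7.79% where it was absent. At the stated peak numbers, chosen after seeing the data, the H3K4me3 share of FOXA1 peaks was 9.33% with MLL3 and 6.70% without. The MLL3 list there was that of siControl cells, so list and threshold changed together. The order thus depends on these settings. Counted over MLL3 peaks at FOXA1 sites and at the main threshold, H3K4me3 was present at 14.2% in the siControl and 9.53% in the untreated list. The change of list alone therefore raised the share with MLL3. The share of FOXA1 peaks without a siControl MLL3 peak was not computed at that threshold. With no threshold on any list, the difference in H3K4me1 at FOXA1 peaks was 14.8 points. From the higher H3K4me1 at regions with MLL3 than at FOXA1 or GRHL2 regions without it, the paper concludes that MLL3 goes together with increased H3K4me1.

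**Figure D4:**
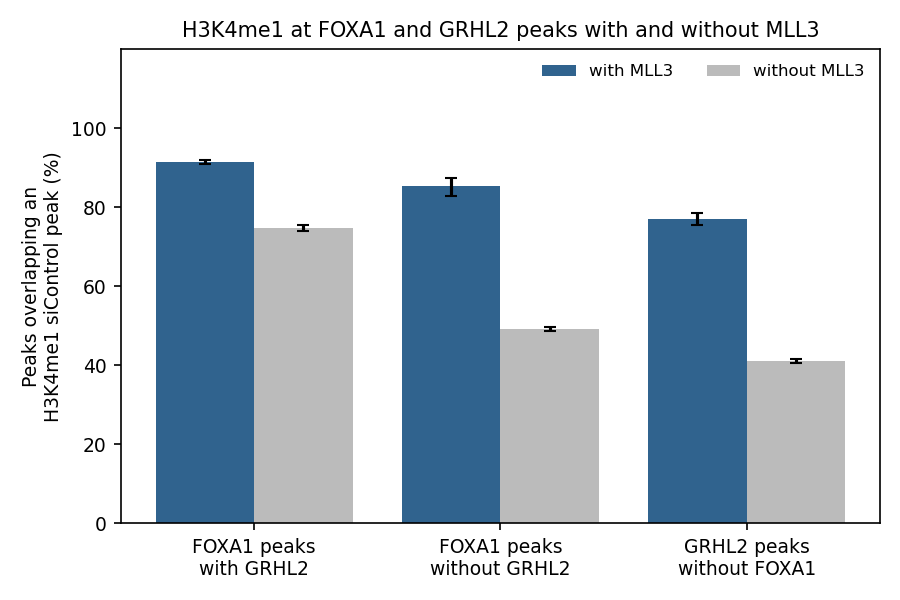
Share of FOXA1 or GRHL2 peaks that overlap an H3K4me1 peak of siControl cells (y axis, percent, with 95% Wilson intervals), with and without an MLL3 peak of untreated cells. In each of the 3 groups the blue bar (with MLL3) is higher than the gray bar (without MLL3).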

Since FOXA1 contributes to the establishment of enhancer elements that are subsequently used by transcription factors such as ER in these breast cancer cells, we integrated the MLL3, FOXA1, and GRHL2 ChIP-seq data with ER binding information. As expected (Figures S2D), the regions bound by FOXA1 and MLL3 are commonly co-occupied by ER, in support of their role in establishing ER enhancer elements.

### H3K4me1 at Enhancer Elements Is Dependent on MLL3

Given that MLL3 binding was associated with regions enriched in H3K4me1 marks and MLL3 is a methyltransferase, we hypothesized that MLL3 contributes to the presence of this methyl mark at enhancer elements. To assess this, MCF-7 cells were transfected with siControl or siMLL3 and triplicate H3K4me1 and H3K4me3 ChIP-seq experiments were conducted, and peaks were called using MACS. 

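The sample labels list 4 H3K4me1 and 4 H3K4me3 ChIP samples for siControl and the same numbers for cells transfected with siRNA to MLL3 (siMLL3). The replicates of each condition were pooled by the authors, and broad peaks were called against siControl input. The deposited siMLL3 lists hold 170984 H3K4me1 and 31485 H3K4me3 peaks. For a broad peak, the fold enrichment and -log10 q are averages over the region, from which the depth of the library could not be solved. Peaks of siControl cells were called kept if a siMLL3 peak of the same mark overlapped them, with the threshold of the narrow peaks applied to both lists. Co-bound enhancers are MLL3 peaks of siControl cells that overlap FOXA1 and whose summit lies more than 1 kb from a start site. The lists show whether a peak was called, so a partial decrease of signal inside a kept peak does not appear in them.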

When MLL3 was silenced, deposition of H3K4me1 was substantially decreased at both enhancer elements and promoters (Figure 4A). 

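After MLL3 silencing, 72782 H3K4me1 peaks were called, 1.08 times the siControl number. They covered 193 Mb, with a mean length of 2647 bp. The strongest were nearest to CSNK1D, with a fold enrichment of 9.67, to DAGLA with 9.60, to BAHCC1 with 9.50, to the laminin gene LAMA5 with 9.39 and to CRIP2 with 9.35. Of the siControl H3K4me1 peaks, 61463 were kept (91.3%, interval 91.1% to 91.5%). Peaks that overlapped a promoter were kept in 92.4% of cases (interval 92.0% to 92.9%) and other peaks in 91.1% (interval 90.8% to 91.3%). At annotated start sites, H3K4me1 was present at 50.6% in siControl and 50.4% in siMLL3 cells. The lost peaks with the highest siControl -log10 q were nearest to TBX2, at 20.6, BMP7 at 19.6, FZD8 at 12.7, TMC5 at 12.1, RPRML at 11.5, NUGGC at 11.1, MIS18BP1 at 10.8, CA13 at 10.7, ZNF765 at 10.5 and KCTD5 at 10.5. CA13, a carbonic anhydrase gene, was the only case at a promoter, and the peak nearest to TBX2 the only case with MLL3. The peaks nearest to TBX2 and BMP7 had an average fold enrichment of 0.768 and 0.714. The strongest kept peaks were nearest to DAGLA (65.6), FAM83H (64.1), OVOL1 (56.5), the folate carrier gene SLC19A1 (56.1) and CUEDC1 (55.1). Of the siMLL3 H3K4me1 peaks, 84.6% overlapped a siControl peak (interval 84.4% to 84.9%).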

We specifically assessed the changes in H3K4me1 at regions bound by both FOXA1 and MLL3, resulting in the identification of 776 FOXA1/MLL3-bound enhancers that had decreased H3K4me1 following MLL3 silencing (Figure 4B). 

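Of 23826 co-bound MLL3/FOXA1 enhancers, 21967 had an H3K4me1 peak in siControl cells (92.2%, interval 91.9% to 92.5%) and 22068 in siMLL3 cells (92.6%, interval 92.3% to 92.9%). An H3K4me1 peak was kept at 21539 of them (98.1%, interval 97.9% to 98.2%), lost at 428 and gained at 529. At 28 co-bound enhancers with a siControl peak, the siMLL3 list held no H3K4me1 peak at any q value. Around RARA, H3K4me1 was called from 38477828 to 38518934 in siMLL3 cells. Of 2029 co-bound promoters, 1080 had an H3K4me1 peak in siControl (53.2%, interval 51.1% to 55.4%) and 1023 in siMLL3 cells (50.4%, interval 48.2% to 52.6%). At these promoters, 989 peaks were kept (91.6%, interval 89.8% to 93.1%). The paper names DiffBind for differential binding, which takes the read counts of each replicate, and the pooled lists hold no such counts.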

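After MLL3 silencing, 20043 H3K4me3 peaks were called, 1.35 times the siControl number. They covered 50.4 Mb with a mean length of 2517 bp, against 92.8 Mb and 6266 bp in siControl cells, a ratio of covered length of 0.544. The strongest H3K4me3 peaks were nearest to CPEB2, with a fold enrichment of 33.1, to FBXL20 and ANP32A, and to CYFIP1 with 31.6 and RAD54L2, a helicase gene, with 31.4. Of the siControl H3K4me3 peaks, 14743 overlapped a siMLL3 peak (99.6%, interval 99.4% to 99.6%). Of the siMLL3 H3K4me3 peaks, 78.9% overlapped a siControl peak (interval 78.3% to 79.4%), with 95.5% at promoters and 50.8% elsewhere. At co-bound MLL3/FOXA1 enhancers, H3K4me3 was present at 8.52% in siControl (interval 8.18% to 8.89%) and 10.0% in siMLL3 cells (interval 9.63% to 10.4%). At co-bound promoters it was present at 80.4% (interval 78.6% to 82.1%) and 82.5% (interval 80.7% to 84.0%), and at annotated start sites at 67.2% and 67.8%. With all deposited peaks, the number of siMLL3 H3K4me3 peaks was 0.814 times that of siControl cells, so the direction of the peak number depends on the threshold. Differences in depth or enrichment between the pooled H3K4me3 libraries can also change peak number and length, and their part was not tested.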

There was no decrease in H3K4me3 at either the enhancer elements or the promoter regions when MLL3 was silenced and a modest gain of signal at both promoters and enhancer elements were observed (Figure 4C). We assessed the 776 enhancer elements with decreased H3K4me1 following MLL3 silencing for enriched pathways. 

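Co-bound MLL3/FOXA1 enhancers that lost their H3K4me1 peak under MLL3 silencing lay within 25 kb of 332 protein-coding genes (1.65% of all). Among the luminal and epithelial identity genes, GATA3, a transcription factor of luminal cells, had such an enhancer, on chromosome 10 from 8091117 to 8093008, and the list stood at percentile 77.8 among random gene lists. GATA3 was named after its value was seen. The estrogen receptor target genes had 0 (percentile 34.1), the corepressor and coactivator genes 0 (percentile 24.1, random median 1), the MLL3/MLL4 complex genes 0 (percentile 39.0) and the housekeeping genes 0 (percentile 40.1). The sulfatase genes had 0 (percentile 46.0), the endonuclease genes 0 (percentile 45.3), the basal and mesenchymal markers 0 (percentile 33.1) and the markers of other lineages 0 (percentile 42.2). For every list but the corepressors and coactivators the random median was 0. A count of 0 therefore cannot tell these lists from random genes and does not bear on the terms of Fig. 4D. The enhancers counted are those without a siMLL3 peak at the threshold, and only 28 of these 428 had no deposited siMLL3 peak of any q value. No pathway enrichment was computed from them.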

Genomic Regions Enrichment of Annotations Tool (GREAT) revealed a number of enriched pathways, most of which were associated with transcriptional regulation (Figure 4D). Given the observation that regions bound by MLL3 possess the highest H3K4me1 signal (Figure 3D) and that H3K4me1 was depleted at enhancers when MLL3 was silenced, we postulate that H3K4me1 deposition is mediated by MLL3 at enhancer elements, as determined by FOXA1 and/or GRHL2 recruitment of MLL3. 

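H3K4me1 peaks of siControl cells with MLL3 were kept more often after MLL3 silencing than those without it. After silencing, H3K4me1 peaks with MLL3 also overlapped a siControl peak at the threshold more often. With MLL3, 26132 of 26886 H3K4me1 peaks were kept (97.2%, interval 97.0% to 97.4%), and without MLL3, 35331 of 40419 (87.4%, interval 87.1% to 87.7%). Peaks with both MLL3 and FOXA1 were kept in 98.0% of cases (interval 97.8% to 98.2%). Within deciles of siControl -log10 q, the difference between H3K4me1 peaks with and without MLL3 was 2.51 percentage points (SE 0.244), with 93.3% and 90.8% kept. From decile 6 up at least 98.9% were kept with or without MLL3, and peak length was not matched. The mean over deciles therefore does not settle whether MLL3 affects the loss. In the other direction, 857 of 26839 siMLL3 peaks with MLL3 and 10321 of 45943 without MLL3 had no siControl peak at the threshold. At matched siMLL3 -log10 q, siMLL3 peaks with MLL3 overlapped a siControl peak more often by 8.86 points (SE 0.272). Among the siControl H3K4me1 peaks, 36 overlapped no deposited siMLL3 peak at all, and among the siMLL3 peaks 105 overlapped no deposited siControl peak. From the higher H3K4me1 at MLL3-bound regions (Fig. 3D) and its decrease at enhancers after MLL3 silencing, the paper proposes that MLL3 mediates H3K4me1 deposition at enhancers to which FOXA1 or GRHL2 recruits it.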

In support of this, MCF-7 cells were transfected with siControl or siFOXA1, and H3K4me1 ChIP-qPCR was conducted on a select number of loci (the genomic regions and the relative factor binding is shown in Figure S2H). Following inhibition of FOXA1, the H3K4me1 signal was diminished at some of the assessed loci (Figures 2E and S2F), and H3K27Ac was also decreased following FOXA1 inhibition (Figure S2E), which implies that FOXA1 and MLL3 are required for transcriptional activity from enhancer elements.

**Figure 4:**
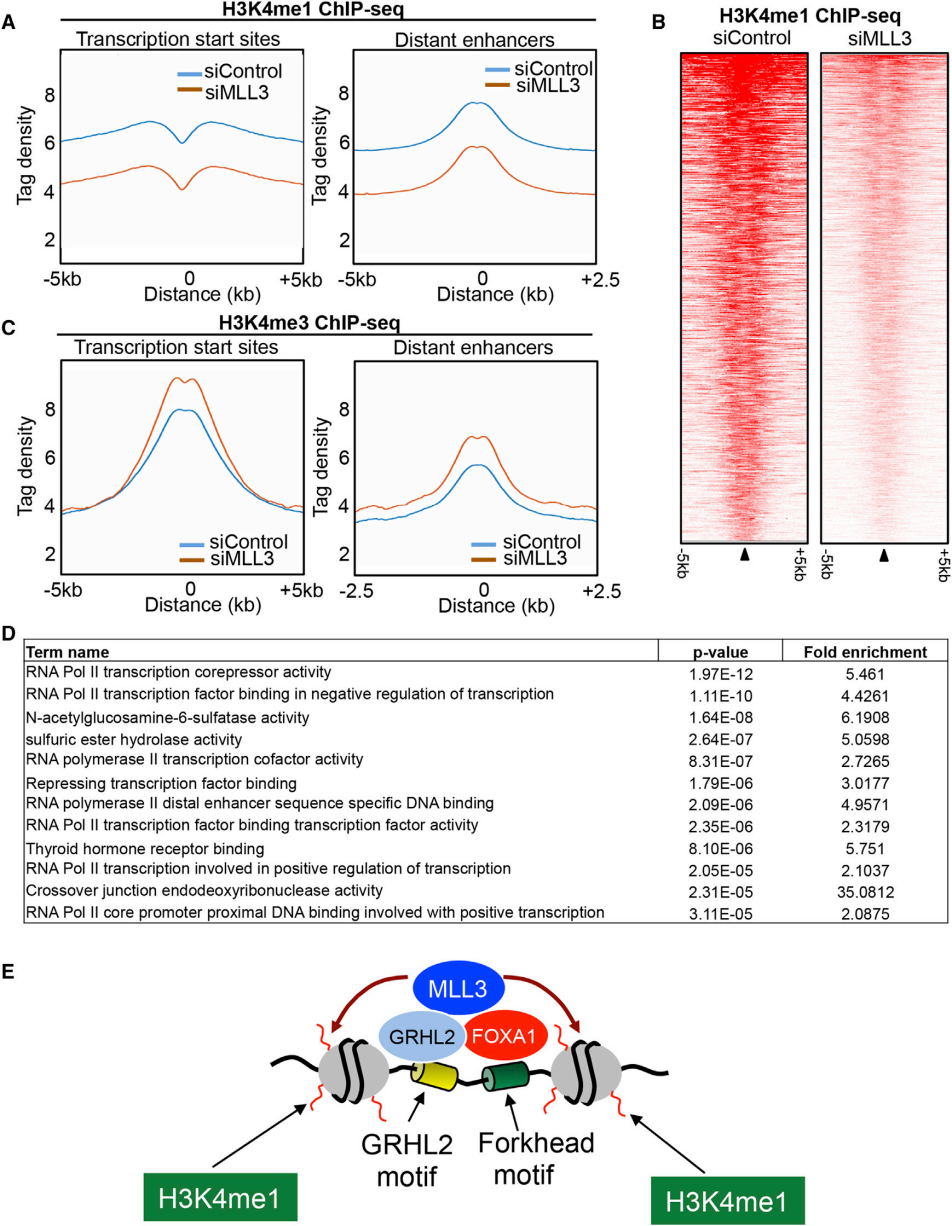
Direct Dependency of H3K4me1 on MLL3 at Enhancers The effect of MLL3 silencing on H3K4me1 and H3K4me3 binding were assessed by ChIP-seq in siControl or siMLL3-transfected cells. Differential H3K4me1 and H3K4me3 peaks that were altered by silencing of MLL3 were identified. (A) The average signal intensity of H3K4me1 at enhancer elements or promoters following silencing of MLL3. (B) Heatmap of differential H3K4me1 regions that occur at FOXA1/MLL3 co-bound regions. (C) The average signal intensity of H3K4me3 at enhancer elements or promoters following silencing of MLL3. (D) Enriched pathways within the 776 FOXA1/MLL3 co-bound regions that had a decreased H3K4me1 signal following silencing of MLL3. (E) Model showing FOXA1 and GRHL2 recruitment of MLL3, which subsequently contributes to monomethylation of H3K4.

## Discussion

We propose a mechanism whereby the pioneer factor FOXA1 interacts with chromatin and recruits the methyltransferase MLL3, facilitating the deposition of H3K4me1 in breast cancer cells (Figure 4E). This denotes that an enhancer-specific pioneer factor FOXA1 can interact with a chromatin modifier (MLL3) to facilitate the occurrence of the H3K4me1 histone mark at regions that become functional enhancer elements. We have described links among FOXA1, MLL3, and H3K4methylation, revealed by RIME, an unbiased proteomic technique that showed MLL3 to be a robust FOXA1-interacting protein in MCF-7 breast cancer cells. MLL3 has been shown to contribute to H3K4me3 at promoter regions (Ananthanarayanan et al., 2011), but our evidence would suggest that MLL3 can also contribute to H3K4me1 marks at enhancer regions and that this is determined by the transcription factors that recruit MLL3 to the chromatin. Two mechanisms for MLL3 recruitment to chromatin are revealed by mining of MLL3 ChIP-seq data. Motifs for Forkhead and GRHL2 transcription factors were identified. Interestingly, MLL3-chromatin occupancy was shown to occur via FOXA1, GRHL2, or both factors, and our functional experiments confirm that FOXA1 is essential for MLL3 binding. GRHL2 has been implicated in metastasis in breast cancer (Werner et al., 2013, Xiang et al., 2012), and we hypothesize that its influence on cell migration and metastatic potential is attributed to its ability to tether MLL3 at chromatin and mediate enhancer activity. Whether GRHL2 is involved in ER/FOXA1+ breast cancer or can function independently of FOXA1 (and ER) is not clear, but GRHL2 is located on chromosome 8 and is commonly co-amplified with c-Myc, suggesting that any role for GRHL2 in mediating recruitment of the enzyme MLL3 may be substantially altered in tumors with the commonly occurring chromosome 8 amplification.

The predominant paradigm is that H3K4me1 and H3K4me2 marks are signatures of enhancer regions, whereas H3K4me3 is enriched at the promoters of coding genes (Calo and Wysocka, 2013, Heintzman et al., 2007, Heintzman et al., 2009). Our findings would suggest that the H3K4me1 marks at enhancers are enriched at FOXA1-bound enhancer elements, because this pioneer factor is able to recruit the enzyme that contributes to the deposition of this methylation event at regions co-bound by FOXA1, GRHL2, and the methyltransferase MLL3. Recently, it has been reported that MLL3/4 contributes to monomethylation (H3K4me1) of promoter regions in myoblasts (Cheng et al., 2014). It has also been shown that Trr, the *Drosophila* homolog of the mammalian MLL3/4 COMPASS-like complexes, can function as a major H3K4 monomethyltransferase on enhancers in vivo (Herz et al., 2012), with a modest decrease of H3K4me1 in mouse embryonic fibroblasts (MEFs) from MLL3 knockout mice (Herz et al., 2012). In our breast cancer cells, we see a pronounced depletion of H3K4me1 following MLL3 silencing. Since MLL3 and the related protein MLL4 function as a complex, it is possible that both MLL3 and MLL4 contribute to the enhancer H3K4 methylation marks, as both proteins needed to be deleted in MEFs in order to produce the decrease in the H3K4me1 (Herz et al., 2012). However, we did not find MLL4 as a FOXA1-interacting protein, and no FOXA1-MLL4 interactions were observed, even in MLL3-depleted cells (data not shown), suggesting a lack of redundancy between MLL3 and MLL4 in our breast cancer cells. It has also been shown that unlike MLL3, the depletion of MLL4 had no effect on the estrogen-mediated activation of HOXC6 (Ansari et al., 2011), suggesting that MLL4 is not functionally linked with ER biology. The specific role for MLL3 in ER+ breast cancer is supported by the recent finding that MLL3 was mutated in 5 out of 46 ER+ breast cancer samples (Ellis et al., 2012), and although the mutations occur at distinct regions within MLL3, a common result is putative pertubation in key enzymatic domains within MLL3. The functional significance of these mutations warrants investigation, although the large size of MLL3 (541 kDa) makes these functional experiments a challenging endeavor.

Taken together, we propose a mechanism by which the pioneer factor FOXA1 interacts with the chromatin modifier MLL3 to facilitate monomethylation of H3K4 at enhancer elements, resulting in the potential for transcription from these enhancer regions. These findings imply that the transcription factors that associate with enhancer elements are capable of actively contributing to the H3K4me1 that occurs at enhancers rather than requiring H3K4me1 presence for chromatin occupancy.

## Experimental Procedures

### Cell Lines

MCF-7 cells were obtained from ATCC. MCF-7 cells were grown in DMEM supplemented with 10% heat-inactivated fetal bovine serum (FBS), 2 mM L-glutamine, 50 U/mL penicillin, and 50 μg/mL streptomycin. All cell lines were regularly genotyped using STR profiling (Promega GenePrint 10 system). Cell lines were regularly tested for mycoplasma infection.

### Antibodies

The antibodies used for ChIP-seq were anti-FOXA1 (ab5089) from Abcam, anti-H3K4me1 (ab8895) from Abcam, anti-H3K4me3 (05-1339) from Millipore, anti-H3K27ac (C15410196) from Diagenode, anti-H3K27me3 (C15410195) from Diagenode, anti-GRHL2 (HPA004820) from Sigma-Aldrich, and negative control immunoglobulin G (IgG) anti-rabbit IgG (sc-2027), and anti-goat (sc-2028) from Santa Cruz Biotechnology. The custom anti-MLL3 antibody was provided by Prof. Ali Shilatifard (Stowers Institute, Kansas City, MO, and Northwestern University Feinberg School of Medicine, Chicago, IL).

### ChIP-Seq

ChIP was performed as described previously (Schmidt et al., 2009). ChIP-seq and the input libraries were prepared using the TruSeq ChIP Sample Prep Kit (Illumina). ChIP-seq of each factor was performed in at least biological triplicates. Reads were mapped to hg19 genome using Gsnap version 2015-09-29 (Wu and Nacu, 2010). Aligned reads with the mapping quality less than five were filtered out. The read alignments from three replicates were combined into a single library, and peaks were called with model based analysis for ChIP-seq 2 (MACS2) version 2.0.10.20131216 (Zhang et al., 2008) using sequences from MCF-7 chromatin extracts as a background input control. For the ChIP samples of histones with mono- and trimethyl modifications, the broad peaks were called. The peaks yielded with MACS2 q value ≤ 1e-5 were selected for downstream analysis. Meme version 4.9.1 (Bailey et al., 2009) was used to detect known and discover binding motifs among tag-enriched sequences. For visualizing tag density and signal distribution heatmap, the normalized tumor read coverage in a window of a ±2.5- or 5-kb region flanking the tag midpoint was generated using a bin size of 1/100 of the window length. Differential binding analysis (Diffbind) was performed as described previously (Stark and Brown, 2011).

For ChIP-qPCR, primer sequences used were TFF1 forward, 5′-GTGGTTCACTCCCCTGTGTC-3′; TFF1 reverse, 5′-GAGGCATGGTACAGGAGAGC-3′; GREB1 forward, 5′-CACGTCCCCACCTCACTG-3′; GREB1 reverse, 5′-TGTTCAGCTTCGGGACACC, PGR forward, 5′-GCTCCAGCTAACTGATGGTCTG-3′; PGR reverse, 5′-TGGGCCTAGATTATTGAGTTCAGG-3′.

### RIME

RIME was performed as previously described (Mohammed et al., 2013). Proteins were digested using trypsin. Maximum allowed missed cleavage was 2, the peptide threshold was 95% and the protein false discovery rate (FDR) was set to 0.5%. Proteins were considered as interactors when at least 2 high-confident peptides were identified and when none of these peptides were observed in matched IgG control RIME experiments. Additionally, FOXA1 interactors were filtered using the CRAPome database (http://www.crapome.org).

### Small Interfering RNA Transfections

siRNAs used to silence FOXA1 were obtained from Dharmacon RNAi Technologies. The sequence of the siRNA that targeted FoxA1 is 5′-GAGAGAAAAAAUCAACAGC-3′ and has been previously validated (Hurtado et al., 2011). Small interfering Smartpool RNAs used to silence MLL3 were obtained from Dharmacon (L-007039-00-0020 and MQ-004828-02-0002). AllStars Negative Control siRNA (QIAGEN) and siGenome Non-targeting siRNA (D-001210-02-05) from Dharmacon were used as a negative controls. Cells were transfected with siRNA using Lipofectamine 2000 (Invitrogen) and Lipofectamine RNAiMAX (Thermo Scientific).

### Preparation of mRNA

Cells cultured in 15-cm^2^ dishes were first washed twice with cold PBS, and RNA was extracted using the RNeasy kit (QIAGEN) per the manufacturer’s instructions. DNA was degraded by adding 20 U RNase-free DNaseI (Roche Diagnostics GmbH) for 15 min at room temperature. DNase I treatment was performed on columns.

### Preparation of cDNA

200 ng to 1 μg total RNA was diluted to a final volume of 11 μL using 100 μg random primers (Promega), 2.5 mM dNTP mix, and nuclease-free water. This mixture was then incubated at 65°C for 5 min. First-strand buffer (Invitrogen) and 10 mM 1.4 DTT (Invitrogen) was then added, and this mixture was incubated at 25°C for 10 min to allow primer annealing. The mixture was then heated at 42°C for 1 min, and 200 U SuperScript III Reverse Transcriptase (Invitrogen) was added. The final mixture was then incubated at 42°C for an additional 50 min, and the process was stopped after inactivating the enzyme at 70°C for 15 min. The resulting cDNA was then diluted 1:10 in H_2_O for subsequent use.

### qRT-PCR

qPCR was performed using a Stratagene Mx3005P RealTime machine. Each qPCR reaction contained Power SYBR green PCR Master Mix (Applied Biosystems), 250 nM of each primer, 2 μL DNA eluted after chromatin immunoprecipitation, and nuclease-free H_2_O added to a final volume of 20 μL. The PCR program consisted of first heat-activating the Taq polymerase at 95°C for 10 min. This was then followed by 45 cycles of 15 s at 95°C and 30 s at 60°C. The fluorescence from each well was analyzed at every cycle. The final step involved increasing the temperature from 65°C to 95°C and continuously reading the fluorescence. Reactions were performed in triplicate, and results were analyzed using the delta-delta Ct method (Livak and Schmittgen, 2001). The enrichment was normalized with control mRNA levels of ubiquitin C (UBC), and relative mRNA levels were calculated comparing to vehicle.

For qRT-PCR, primers used were UBC forward, 5′-ATTTGGGTCGCGGTTCTTG-3′; UBC reverse, 5′-TGCCTTGACATTCTCGATGGT-3′; TFF1 forward, 5′-GTGTCACGCCCTCCCAGT-3′; TFF1 reverse, 5′-GGACCCCACGAACGGTG-3′; PGR forward, 5′-CTTAATCAACTAGGCGAGAG-3′; PGR reverse, 5′-AAGCTCATCCAAGAATACTG-3′; MYC forward, 5′-GCCACGTCTCCACACATCAG-3′; MYC reverse, 5′-TCTTGGCAGCAGGATAGTCCT-3′; GREB1 forward, 5′-GCTAACCATGCTGCAAATGA-3′; GREB1 reverse, 5′-ACACAGTCAGGGCAAAGGAC-3′; MLL3 forward, 5′-TGCCTGTTCTCAGTGTGGTC-3′; MLL3 reverse, 5′-TCACACAGCAGGAGTCTTCC; FOXA1 forward: 5′-GGGGGTTTGTCTGGCATAGC-3′; and FOXA1 reverse, 5′-GCACTGGGGGAAAGGTTGTG-3′.

### Proliferation Assays

Proliferation assays were performed in Incucyte analysis system (FLR 10X from Essen Bioscience). After reverse transfection with siRNAs, cells were treated with charcoal stripped serum (kindly provided by Dr. Mohammed Asim, CRUK, Cambridge, UK) for 3 days and then treated with 10 nM estrogen (Sigma), and cell confluence was assessed. Relative confluency was calculated by comparing it to that of estrogen-treated control siRNA conditions.

### Statistical Methods

To detect significant regions bound with each factor from ChIP-seq data during MACS2, the threshold of q value ≤ 1e-5 was used. FDR ≤ 0.5% was used for RIME data analysis. The e-value was used to detect significant motifs from MEME analysis. For qPCR analyses, p values were calculated using ANOVA or Student’s t test, and values ≤ 0.05 were considered as significant. The bar graphs were represented as mean ± SD for qPCR and mean ± SEM for proliferation assays. Three to four biological replicates were used throughout the study.

## Author Contributions

K.M.J., S.N, and J.S.C. designed experiments. K.M.J., S.N., and A.A.S. performed experiments and analyzed the data, and I.C. analyzed the genomic and proteomic data. K.M.J., S.N., and J.S.C. wrote the manuscript, with input from all authors. J.S.C. oversaw the work.

## Accession Numbers

The accession numbers for the ChIP-seq and proteomic data reported in this paper are GEO: GSE81714 and PRIDE: PXD005253, respectively.

## Supplemental Information

Document S1. Figures S1–S3

Table S1. Table of FOXA1 Interacting Proteins Identified by RIME

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

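The authors deposited 10 peak lists from MCF-7 cells, which the sample labels tie to 37 ChIP and input samples. There are 6 lists of narrow peaks, for MLL3 in untreated, siControl and siFOXA1 cells, FOXA1 in untreated and siControl cells and GRHL2 in untreated cells. There are 4 lists of broad peaks, for H3K4me1 and H3K4me3 in siControl and siMLL3 cells. According to the paper and the labels, the authors mapped the reads to hg19 (GRCh37) with Gsnap version 2015-09-29, removed reads of low mapping quality, combined the alignments of the replicates of a condition and called peaks with MACS2 2.0.10.20131216 against input. The labels also name DiffBind, with no version given in the sources used here. The fold enrichment of each peak was computed by the authors with MACS2, as deposited, as the ratio of ChIP signal to the background estimated from input. The -log10 p and -log10 q of each peak were also computed by the authors with MACS2 and are used as deposited. For broad peaks these values are averages over the region. Fold enrichment and -log10 q served to describe, rank and filter peaks within a list, and only the presence, number and length of peaks were compared between lists. The median fold enrichments of the siControl and siMLL3 H3K4me3 lists are set side by side as a limit only.

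The pooled lists hold no values per replicate. No spread between replicates and no p-value across replicates can therefore be given, and peaks were not treated as replicates. Intervals are 95% Wilson intervals for shares and Newcombe intervals for differences, and they cover counting error only. Differences at matched strength are means over 10 deciles of fold enrichment or -log10 q, each with at least 20 peaks per group, with a standard error from the binomial counts.

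The groups compared are siFOXA1 with siControl for MLL3, siMLL3 with siControl for H3K4me1 and H3K4me3, and sites with and without MLL3, FOXA1 or GRHL2 within a condition. The main settings were fixed before the data were examined, except that the main lists were chosen with the peak counts, by a rule fixed beforehand. Peaks with a q value at or below 1e-05 were used and an overlap of 1 bp was enough. A promoter peak has its summit, or its center for a broad peak, within 1 kb of a start site, and in comparisons of kept broad peaks any overlap with that region counts. An enhancer peak lies more than 1 kb away. The main MLL3 list is that of untreated cells and the main FOXA1 list that of siControl cells, and comparisons with siFOXA1 and siMLL3 use the MLL3 list of siControl cells. The alternatives were all deposited peaks, a threshold of 1e-10, an overlap of 50% of the shorter peak, the other MLL3 or FOXA1 list, chromosomes 1 to 22 and X only, promoters within 2.5 kb or defined by H3K4me3, enhancers over 5 kb from a start site or without H3K4me3, motifs within 50 bp, loci extended by 5 kb, equal numbers of peaks and a silenced list with all deposited peaks. Thresholds that give the peak numbers the paper states and the start sites of all transcripts were added, chosen after seeing the data. With the stated peak numbers, the MLL3 list of siControl cells also took the place of the main MLL3 list.

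Gene models were the 20149 protein-coding genes of GENCODE release 44 on GRCh37, with 56153 distinct start sites of basic transcripts. A locus is a gene with 25 kb on either side. The 9 gene lists hold 144 entries, with a gene able to be on more than 1 list, fixed together with the main settings: estrogen receptor target genes, luminal and epithelial identity genes, MLL3/MLL4 complex genes, transcriptional corepressor and coactivator genes, N-acetylglucosamine-6-sulfatase genes, crossover junction endonuclease genes, basal and mesenchymal marker genes, marker genes of other lineages and housekeeping genes. The corepressor, sulfatase and endonuclease lists follow terms of Fig. 4D. PECAM1, on the list of other lineages, was not matched to the annotation and was left out, and SLC9A3R1 was found under its present symbol NHERF1. Genes named in the text are those the paper names with a measurement (GREB1, RARA, TFF1, PGR and MYC), those with the start site nearest to the 5 strongest peaks of each peak list and to the 10 strongest lost and 5 strongest kept peaks, and the members of each gene list with the strongest MLL3 peaks and the alphabetically first member without a peak. Any other gene is said to have been named after its value was seen. The nearest start site can lie far from a peak, and no link of a peak to the gene named was tested.

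Motifs were counted as fixed patterns within 100 bp of the summit on either strand, and in flanks of the same width 2 kb away. Random gene lists were drawn 10000 times with the same deciles of locus length.

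Depth was not listed, and it was solved from the fold enrichment and -log10 p of peaks at the genome-wide background. The ratio of depth of siFOXA1 to siControl MLL3 is given with its comparison, and the ratio of untreated to siControl MLL3 was 1.26. It could not be solved for untreated FOXA1, GRHL2 and the broad lists.

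A peak that runs past the end of the mitochondrial sequence of the reference was kept in the counts (1 peak). Mass spectrometry, PCR, the estrogen receptor binding sites and cell growth were not analysed here. The code used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, bedtools 2.31.1 and matplotlib 3.10.9. It was tested on simulated data, where 12 of 12 checks recovered the simulated value.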

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

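The tests of the siFOXA1 loss at matched strength, of local background and of H3K4me1 loss by strength were set before the values were seen, while the test of depth and the looks at single deciles of H3K4me1 loss and at H3K4me1 peak numbers by MLL3 were chosen only after the result was seen.

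After FOXA1 silencing, 6484 MLL3 peaks overlapped no deposited siControl MLL3 peak, and 1605 untreated MLL3 peaks, part of the main MLL3 list here, overlapped none either. After MLL3 silencing, 2088 H3K4me3 and 105 H3K4me1 peaks overlapped no deposited siControl peak of the same mark. They stood out because the control list has no peak of the same antibody at their place and the paper does not treat them as a set, though it does report a gain of H3K4me3 signal after MLL3 silencing. The pooled lists allow no comparison between control replicates for them.

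MLL3 lost more peaks in MLL3/FOXA1 regions than in MLL3/GRHL2 regions after FOXA1 silencing. A lower depth of the siFOXA1 library is argued against by a depth ratio of 0.971. A weaker immunoprecipitation alike at all sites is argued against by a difference of -46.4 points at matched fold enrichment. These regions differ in GRHL2 as well as in FOXA1, and MLL3-only regions, with neither, kept 24.5% with no matching. With GRHL2 at both, MLL3/FOXA1/GRHL2 minus MLL3/GRHL2 regions gave -18.3 points at matched fold enrichment, and -1.47 points at promoters alone. An effect of the silencing on chromatin other than through FOXA1 binding at the MLL3/FOXA1 regions stays open.

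The MLL3 peaks called only after FOXA1 silencing lay at GRHL2 sites in 58.3% of cases, at FOXA1 sites in 9.61% and at neither in 38.5%, against 78.1% at GRHL2 sites and 16.5% at neither among all siFOXA1 peaks. High local background, as in amplified segments, is argued against as the cause for the set as a whole by the 17.8% of them with a background over 2 times the floor, a share below that of the peaks shared with siControl (7386 of 23048). It stays open for the peaks at neither factor, of which 21.7% had such a background (interval 20.1% to 23.4%). The most peaks in 1 Mb were 70, on chromosome 20 from 46000001 to 47000000. Of the 10 densest bins, 5 lay on chromosome 20 and 2 on chromosome 3. The others lay on chromosome 21 from 10000001 to 12000000 and on chromosome 8. The 30 densest bins held 8.73% of the peaks. Whether GRHL2 draws MLL3 to these sites stays open, and their GRHL2 share below that of all siFOXA1 peaks does not speak for it.

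H3K4me1 peaks with MLL3 were kept somewhat more often than others after MLL3 silencing, where a loss caused by MLL3 would make them kept less often. Yet H3K4me1 peaks with MLL3 went from 26886 to 26839 while those without rose from 40419 to 45943. Of the siMLL3 peaks without a siControl peak at the threshold, 857 were with MLL3 and 10321 without. Only 105 siMLL3 peaks overlapped no deposited siControl peak, so nearly all of these had a siControl peak that missed the threshold. The rise thus does not show new H3K4me1 away from MLL3, and an effect of MLL3 on H3K4me1 stays open. At matched -log10 q the mean difference was 2.51 points (interval 2.03 to 2.99), with 7.04 points in the lowest decile. Whether the strength of the peak alone sets the loss stays open, since from the sixth decile up at least 98.9% of the peaks were kept with or without MLL3. A decrease of signal inside kept peaks stays open too.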

How the results depend on the processing

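No paired analysis was possible because the labels share replicate numbers but each deposited list pools the replicates of its condition. For the same reason, leaving out a replicate at a time cannot be run, and every interval covers counting error only. Depth limits which weak peaks are called, most of all where the depth could not be solved (untreated FOXA1, GRHL2 and the broad lists), so a peak missing from a list can be a weaker one. A count is called the same within 1.5 times the main count, and a share, difference or ratio within the 95% interval of the main value. Of 203 alternative values for 31 results, 121 stayed the same, 81 moved and 1 reversed, and the cause was not tested for any of them. All 31 results stayed the same on chromosomes 1 to 22 and X, as did the kept enhancers with both other definitions of an enhancer. With the other MLL3 list 8 results stayed the same, with the other FOXA1 list 19, with an overlap of 50% 8, with all deposited peaks 19, with 1e-10 18, with loci extended by 5 kb 7 and with the stated peak numbers, chosen after seeing the data, 9.

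With all deposited peaks, there were 161406 H3K4me1 and 38695 H3K4me3 peaks. FOXA1 overlapped 79.5% of MLL3 peaks, and co-bound peaks had H3K4me1 in 97.9% and H3K4me3 in 14.0%. The kept share was 64.4% in MLL3/FOXA1/GRHL2 and 19.8% in MLL3/FOXA1 regions. The H3K4me1 difference with MLL3 was 14.8 points at FOXA1 and 26.4 at GRHL2 peaks, the H3K4me1 peak ratio 1.06 and the kept share at co-bound enhancers 99.7%. The H3K4me3 peak ratio reversed, to 0.814.

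With 1e-10, there were 26585 H3K4me1 peaks, 4.81% of MLL3 peaks at promoters, 16.9% with the GRHL2 motif, 75.3% at FOXA1 and 99.5% at either factor. Co-bound peaks had H3K4me1 in 67.9% and H3K4me3 in 8.45%. The kept share was 59.98% in MLL3/FOXA1/GRHL2 and 15.1% in MLL3/FOXA1 regions, the siFOXA1 ratio 0.632, the difference at GRHL2 peaks 35.98 points, the H3K4me1 peak ratio 1.09 and the kept share at enhancers 94.6%.

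With the other MLL3 list (siControl), there were 44221 peaks, 20.1% at promoters, 40.1% with the Forkhead and 6.94% with the GRHL2 motif, 58.5% at FOXA1 and 81.8% at either factor. Co-bound peaks had H3K4me1 in 89.1% and H3K4me3 in 14.2%. The difference was 43.8 points at FOXA1 and 42.0 at GRHL2 peaks, the kept share at enhancers (untreated list) 98.3%, and 10 complex genes, 6 endonuclease genes and 15 basal and mesenchymal markers had a peak. Counts that stayed within 1.5 times include 18869 regions with all 3 factors (12600 in the main analysis) and 15 housekeeping genes (10). As a share of the MLL3 peaks, the regions with all 3 factors were 42.7%, against 73.1% in the main analysis.

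With the other FOXA1 list (untreated), 71.3% of MLL3 peaks lay at FOXA1 and 98.7% at either factor, and 8.21% of co-bound peaks had H3K4me3. With an overlap of 50%, co-bound peaks had H3K4me1 in 90.4% and H3K4me3 in 9.03%, and the kept share in MLL3/GRHL2 regions was 67.0%. The promoter share was 9.26% within 2.5 kb, 10.8% as overlap with H3K4me3 and 14.0% with the start sites of all transcripts, chosen after seeing the values. Within 50 bp, the Forkhead motif had 34.2% and the GRHL2 motif 10.6%. With loci extended by 5 kb, 4 markers of other lineages and 6 housekeeping genes had a peak.

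With equal numbers of peaks, the kept share was 68.8% in MLL3/FOXA1/GRHL2, 25.2% in MLL3/FOXA1 and 77.6% in MLL3/GRHL2 regions and 97.1% at enhancers. Against all deposited peaks of the silenced list, it was 66.0%, 21.2%, 69.7% and 99.9%.

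With the thresholds that give the stated peak numbers, chosen after seeing the data, there were 10772 MLL3, 23375 FOXA1, 30143 GRHL2 and 26584 H3K4me1 peaks. The MLL3 list here was that of siControl cells. Values that the main analysis took from untreated MLL3 peaks thus changed in list and threshold together. MLL3 peaks lay at promoters in 7.58%, had the Forkhead motif in 50.02% and the GRHL2 motif in 12.9%, and overlapped FOXA1 in 63.5% and either factor in 94.4%. Co-bound peaks had H3K4me1 in 77.6%, and 4803 regions had all 3 factors. The kept share was 52.4% in MLL3/FOXA1/GRHL2, 8.35% in MLL3/FOXA1 and 73.3% in MLL3/GRHL2 regions, the siFOXA1 ratio 0.619, the difference 42.1 points at FOXA1 and 46.0 at GRHL2 peaks, the H3K4me1 peak ratio 1.09 and the kept share at enhancers 96.0%. Of the sulfatase genes 1 had a peak, of the other lineages 4 and of the housekeeping genes 6.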

Differences from the paper's values

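A value is said to differ here if it is more than 1.5 times the paper's or the paper's is more than 1.5 times it, and one within that range can still lie outside the 95% interval. Peak numbers differ from those stated. For MLL3 the paper's number is 10772 and 17230 peaks passed here. A threshold of 1e-10 (12421) came within 1.5 times it, and all deposited peaks (18331), the other MLL3 list (44221) and chromosomes 1 to 22 and X (17215) did not. For FOXA1 the paper's number is 23375 and 63300 peaks passed here, and all preset alternatives differed from it (66013 with all deposited peaks, 49107 with 1e-10, 48669 with the other FOXA1 list and 63293 on chromosomes 1 to 22 and X). For H3K4me1 the paper's number is 26584 and 67305 peaks passed here. With 1e-10 there were 26585, which lies within that range, while 161406 with all deposited peaks and 67304 on chromosomes 1 to 22 and X do not. For GRHL2 the paper's number is 30143 and 67573 peaks passed here, and all preset alternatives differed (70313, 54012 and 67563). Thresholds below 1e-32 for MLL3 and 1e-30 for FOXA1 and GRHL2 in the lists named siControl, or untreated for GRHL2, and 1e-10 for H3K4me1, chosen after seeing the values, gave 10772, 23375, 30143 and 26584.

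For regions with MLL3, FOXA1 and GRHL2, the paper's number is 5585 and 12600 were counted here. All preset alternatives differed (13591 with all deposited peaks, 8683 with 1e-10, 12517 with an overlap of 50%, 18869 with the other MLL3 list and 11385 with the other FOXA1 list). The thresholds that give the stated numbers, chosen after seeing the values, gave 4803, within 1.5 times the paper's number. Fig. 3A of the paper gives about 7000 such regions, read by eye, which differs from 12600 too. Of the preset alternatives, only 1e-10 came within 1.5 times that number.

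For MLL3 peaks with neither FOXA1 nor GRHL2, the paper's share is 1.6% and 1.03% was found here. All deposited peaks (1.16%), an overlap of 50% (1.10%) and the other FOXA1 list (1.27%) came within 1.5 times it. A threshold of 1e-10 (0.539%), the other MLL3 list (18.2%) and chromosomes 1 to 22 and X (0.970%) did not, nor did the thresholds that give the stated numbers, chosen after seeing the values (5.60%).

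For MLL3 peaks at promoters, the paper's share is about 16% in Fig. 1D, read by eye, and 5.35% was found here. The other MLL3 list (20.1%) and promoters defined by H3K4me3 (10.8%) came within 1.5 times it, as did the start sites of all transcripts, chosen after seeing the values (14.0%). All deposited peaks (5.52%), 1e-10 (4.81%), 2.5 kb (9.26%), chromosomes 1 to 22 and X (5.36%) and the stated peak numbers, chosen after seeing the values (7.58%), did not.

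Other values lay within 1.5 times the paper's but outside the 95% interval. For MLL3 peaks that overlap FOXA1, the paper's text gives 55.8% and Fig. 2A about 85%, read by eye, while 78.6% was found here, 58.5% with the other MLL3 list and 71.3% with the other FOXA1 list. For MLL3 peaks with FOXA1 or GRHL2, the paper's share is 91.5%, while 99.0% was found here and 81.8% with the other MLL3 list.

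The paper states that H3K4me1 decreased at enhancers and promoters after MLL3 silencing. The presence of peaks, counted here, does not show a decrease at co-bound enhancers, where the share with a peak was slightly larger after silencing, and at co-bound promoters the share was smaller. The paper measured signal, and counts of broad peaks from libraries whose depth could not be solved set no direction against it.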

Other observations

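The tests of H3K4me1 loss in this part were set before the values were seen, and the descriptions of H3K4me3 at gene lists and of peak widths and the use of the contrast in the last paragraph were chosen only after the result was seen.

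H3K4me3 was scarce at genes of other cell types. In siControl cells, 7 of 17 marker genes of other lineages had an H3K4me3 peak within 25 kb (percentile 0.13 among random gene lists, median 13) and 11 of 19 basal and mesenchymal markers (percentile 0.575, median 16). In siMLL3 cells, the numbers were 9 (percentile 0.79) and 14 (percentile 6.72). In siFOXA1 cells, all 22 luminal and epithelial identity genes, 22 of 24 estrogen receptor target genes (percentile 99.8) and 15 of 15 housekeeping genes (percentile 99.96) had an MLL3 peak within 25 kb, whether or not siControl cells had it.

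H3K4me3 peaks of siMLL3 cells covered less of the genome than those of siControl cells, at 0.544 times the length. Their number was 1.35 times that of siControl cells at the main threshold and 0.814 times with all deposited peaks, so it has no set direction. At RARA, a siControl H3K4me3 peak from 38462636 to 38483965 faced siMLL3 peaks from 38462799 to 38471186 and from 38472105 to 38481057. The depth of these libraries could not be solved, so its part in the widths stays open.

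One hypothesis is that GRHL2 holds MLL3 at sites that lose FOXA1. At matched fold enrichment, MLL3/FOXA1 regions kept a share lower by 28.1 points than MLL3/FOXA1/GRHL2 regions, though GRHL2 sites can differ from the others in more than GRHL2. It predicts that MLL3 at MLL3/FOXA1/GRHL2 regions falls after silencing of both FOXA1 and GRHL2. ChIP of MLL3 after silencing of GRHL2, with counts per replicate and spiked-in chromatin, would test it. The same counts for H3K4me1 would measure a decrease inside kept peaks, which the 2.51 points from peak presence leave open.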
